# Potential roles of DNA methylation in the initiation and establishment of replicative senescence revealed by array-based methylome and transcriptome analyses

**DOI:** 10.1371/journal.pone.0171431

**Published:** 2017-02-03

**Authors:** Mizuho Sakaki, Yukiko Ebihara, Kohji Okamura, Kazuhiko Nakabayashi, Arisa Igarashi, Kenji Matsumoto, Kenichiro Hata, Yoshiro Kobayashi, Kayoko Maehara

## Abstract

Cellular senescence is classified into two groups: replicative and premature senescence. Gene expression and epigenetic changes are reported to differ between these two groups and cell types. Normal human diploid fibroblast TIG-3 cells have often been used in cellular senescence research; however, their epigenetic profiles are still not fully understood. To elucidate how cellular senescence is epigenetically regulated in TIG-3 cells, we analyzed the gene expression and DNA methylation profiles of three types of senescent cells, namely, replicatively senescent, *ras*-induced senescent (RIS), and non-permissive temperature-induced senescent SVts8 cells, using gene expression and DNA methylation microarrays. The expression of genes involved in the cell cycle and immune response was commonly either down- or up-regulated in the three types of senescent cells, respectively. The altered DNA methylation patterns were observed in replicatively senescent cells, but not in prematurely senescent cells. Interestingly, hypomethylated CpG sites detected on non-CpG island regions (“open sea”) were enriched in immune response-related genes that had non-CpG island promoters. The integrated analysis of gene expression and methylation in replicatively senescent cells demonstrated that differentially expressed 867 genes, including cell cycle- and immune response-related genes, were associated with DNA methylation changes in CpG sites close to the transcription start sites (TSSs). Furthermore, several miRNAs regulated in part through DNA methylation were found to affect the expression of their targeted genes. Taken together, these results indicate that the epigenetic changes of DNA methylation regulate the expression of a certain portion of genes and partly contribute to the introduction and establishment of replicative senescence.

## Introduction

Cellular senescence is the irreversible cessation of cell proliferation [1] and is classified into two groups: replicative senescence and premature senescence [2]. Replicative senescence is caused by telomere shortening due to repeated DNA replication [3], while premature senescence is caused by stress, such as oncogene activation [4] and reactive oxygen species (ROS) [5], without apparent loss of telomere length and function. Although cellular senescence has been shown to be associated with tumor suppression in several cancers [2, 6, 7], it has been reportedly involved in cancer progression through the induction of epithelial-mesenchymal transitions and tumor invasion [8]. In addition, senescent cells secrete several factors associated with inflammation such as interleukin (IL)-6 and IL-8 [9], which are referred to as senescence-associated secretory phenotypes (SASP). Recently, SASP has been implicated in the pathogenesis of age-related diseases such as rheumatoid arthritis, periodontitis and Alzheimer’s disease [8, 10]. Therefore, elucidation of the mechanism contributing to induction and establishment of the senescent state will help overcome such age-related diseases.

Epigenetic regulation such as histone modification, DNA methylation and interference with micro RNA (miRNA) is one of the mechanisms that modulate gene expression. Alteration of the chromatin structure occurs in human senescent fibroblasts, where epigenetic regulation contributes to the establishment of the senescent state partly through the p16^INK4A^ / retinoblastoma (RB) protein pathway [11]. Modification of histones, trimethylated histone H3 at lysine9 (H3K9me3) and trimethylated histone H3 at lysine 27 (H3K27me3) is enriched in the senescent-associated heterochromatic foci (SAHF), although the spreading of repressive histone marks is not necessary for SAHF formation [12]. So far as known, histone modification is reportedly involved in expression of key molecules of senescence, such as p16^INK4A^, p14^ARF^ and p53. Loss of H3K27me3 is involved in expression of p16^INK4A^ and p14^ARF^, whereas H4 acetylation and trimethylation of histone H3 at lysine 4 (H3K4me3) are involved in expression of p53 [13–16]. Furthermore, Takahashi, A. *et al*. [17] showed that the expression levels of SASP factors, IL-6 and IL-8, are regulated by demethylation of H3K9 through the APC/C^Cdh1^-G9a/GLP pathway.

DNA methylation changes have also been observed during cellular senescence and individual aging. Many studies have elucidated the role of epigenetics in senescence using various approaches such as pyrosequencing, array-based methylome and combined bisulfite restriction analysis (COBRA), as well as using various types of cells and different tissues derived from genetically different individuals [18–21]. These studies have shown that DNA methylation profiles are tissue- and cell-type specific, and the epigenetic control of gene expression seems to promote in part tissue- and cell-type specific differentiation in addition to cellular senescence. For instance, the DNA methylation profile of fibroblast cells is different to that of mesenchymal stromal cells [22]. Moreover, principal component analysis showed that the methylation pattern of fibroblast cells from one dermal region is different to that from other dermal regions [23]. Christensen *et al*. also showed interindividual variation in methylation profiles among 11 tissues, including blood and brain [24]. In contrast to the studies using genetically different tissues and cells derived from individuals, age-related changes in DNA methylation between monozygotic twins were reported to arise with chronological time, indicating that the differences in genetically identical individuals are driven by different cellular responses to environmental changes [25]. Therefore, we hypothesized that a specific type of cultured cell leading to senescent states induced by different methods and demonstrating differences in methylation profiles will allow us to characterize in detail the role of epigenetic regulation in response to cellular senescence.

The effects of DNA methylation on gene transcription have been extensively studied in relation to the states of CpG islands (CGIs) near the transcription start sites (TSS). According to recent studies examining the relationship between gene body methylation and gene expression, hypermethylation correlated to not only high gene expression but also low gene expression [26], suggesting a more complex regulation. Varley *et*. *al*. also reported that the relationship between methylation and gene expression is context-dependent, although the current models reported by several groups indicate that methylation in the promoter regions is associated with gene silencing, and gene body methylation is associated with expression [20].

Furthermore, some senescence-associated genes are regulated in part by miRNA [27–31]. MiR-34 has been well known as a tumor suppressor and its targeted genes encode the cell cycle regulators including E2F, c-Myc, cyclin D1, cyclin E2, cdk4, and cdk6 [32–34]. Recent studies on cancers have revealed that the expression of some tumor suppressive miRNAs is regulated by DNA methylation in the miRNA promoter regions [35–37]. Despite these recent advances, much of the relationship between DNA methylation and miRNA expression and how this relates to senescence genes remains unclear.

In this study, we examined characteristic features of DNA methylation during cellular senescence using TIG-3 cells established from fetal lung fibroblasts. Although such TIG-3 cells have been a common focus in senescence research, much of the epigenetics remains unexplored. To test the hypothesis that the differences in genetically identical cells are driven by different cellular responses to senescence, we examined array-based gene expression and DNA methylation profiles using genetically identical TIG-3 cells which had been induced to a senescent state by three different methods, namely, replicatively senescent, *ras*-induced senescent (RIS), and senescent SVts8 cells. Originally derived from TIG-3 cells, SVts8 cells can induce senescence under non-permissive temperature by inactivation of the temperature-sensitive SV40 large T antigen. We then searched for the positional trend of methylation changes and the possible effects of DNA methylation changes on gene expression using integrated analysis.

## Materials and methods

### Cells and cell culture

Normal human diploid fibroblast TIG-3 cells (obtained from the Health Science Research Resources Bank, Japan) were cultured in DMEM+GlutaMAX-I (GIBCO) supplemented with 10% fetal bovine serum (FBS) (HyClone) and 1% penicillin/streptomycin (Nacalai Tesque) at 37°C under a 5% CO_2_ atmosphere. TIG-3 cells were cultured until they senesced at population doubling level (PDL) 85. The TIG-3 cells were harvested for DNA extraction at PDL 36, 49, 69 and 85, for RNA extraction to analyze gene expression at PDL 36 and 84, and for RNA extraction to analyze miRNA expression at PDL 44, 60, 78 and 80.

To prepare RIS cells, retroviral infection was performed as reported previously [38]. Briefly, Phoenix-Eco cells (obtained from Dr. G. P. Nolan, Stanford University, CA, USA) were transfected with the pBabe-puro-H-Ras-V12 or pBabe-puro plasmid by the Chen-Okayama method [39]. Viral supernatants were prepared from the cells after transfection, passed through a 0.45-μm-pore-size syringe filter, and pooled. The supernatant and 8 μg/mL hexadimethrine bromide (Sigma-Aldrich) were added to TIG-3 cells expressing an ecotropic receptor at a proliferating phase. After infection, the cells were selected with growth medium containing 300 μg/mL G418 and 2 μg/mL puromycin for 9 days before being harvested.

SVts8 cells (obtained from the Health Science Research Resources Bank, Japan) [40] continued to proliferate at a permissive temperature (33.5°C), because of suppression of RB and p53 through induction of a temperature-sensitive mutant of the simian virus (SV) 40 large T antigen to TIG-3 cells and the high ability of telomere maintenance. Senescent SVts8 cells were obtained by culturing SVts8 cells at a non-permissive temperature (38°C) for 6 days.

### Microarray assays

#### Gene expression

Total RNA was isolated with a ReliaPrep RNA Cell MiniPrep System (Promega) according to the manufacturer’s instructions. Starting with 200 ng of the isolated RNA for each sample, double stranded cDNA and cyanine 3 labeled cRNA were synthesized using a low input quick amp labeling kit (one-color) and RNA spike-in kit (Agilent). The labeled cRNA was purified with an RNeasy mini kit (Qiagen), and hybridized to a SurePrint G3 Human GE microarray 8×60K Ver. 2.0 (Agilent). After washing the microarray to remove unhybridized cRNA, the microarray was scanned with an Agilent DNA microarray scanner G2505B, and then feature extraction was performed using the GE1_QCMT_Sep09 protocol.

#### DNA methylation

Genomic DNA was isolated using DNeasy Blood & Tissue (Qiagen) according to the manufacturer’s instructions. Genomic DNA (1.5 μg) was bisulfite-converted using the EpiTec Plus DNA Bisulfite Kit (Qiagen). From each sample, 300 ng of bisulfite-treated DNA was subjected to DNA methylation profiling using an Infinium HumanMethylation27 or HumanMethylation450 BeadChip array (Illumina) according to the manufacturer’s standard protocol. The array slides were scanned with an iScan system (Illumina).

#### MicroRNA (miRNA) expression

Total RNA including miRNA was isolated with a ReliaPrep miRNA Cell and Tissue MiniPrep System (Promega) according to the manufacturer’s instructions. Approximately 100 ng of the isolated RNA for each sample was labeled with cyanine 3 using miRNA Complete Labelling and Hyb Kit (Agilent) according to the manufacturer’s protocols. The labeled RNA was hybridized to a SurePrint G3 Human miRNA Microarray (Release 21.0) (Agilent). After washing, the microarray was immediately scanned using one color scan setting for 8×60k array slides with an Agilent DNA microarray scanner G2505C. The images were extracted with Feature Extraction Software 10.7.3.1 (Agilent) using default parameters.

### Data analysis

#### Gene expression

The SurePrint G3 Human GE microarray data were analyzed using the Subio Platform (Ver. 1.18.4625). The data were normalized as to low signal cutoff (cutoff 1.0 and replace), log transformation (base 2), and global normalization (percentile 75), and then the ratios to those of the control sample (mean) were obtained. In this study, > = 2-fold and = < 0.5-fold changes were regarded as up- and down-regulated gene expression, respectively. In order to calculate fold-change differences and construct a heatmap, each gene expression level in the senescent cells was compared with that in the control cells, namely replicative senescent cells versus proliferating cells, RIS cells versus cells infected with the empty vector, and senescent SVts8 cells versus proliferating SVts8 cells. The heatmap with sample clustering was drawn using Subio Platform with Uncentered Correlation. The microarray data for gene expression have been deposited in the GEO (GSE81798).

#### DNA methylation

The Infinium HumanMethylation27 BeadChip includes probes for 27,578 CpG sites [41]. The Infinium HumanMethylation450 BeadChip includes probes for 485,577 CpG sites covering 21,231 RefSeq genes (99%), and 26,658 CGIs (96%), and 3,091 probes for non-CpG loci [42]. The image data obtained by the iScan system were subjected to background subtraction and control normalization using GenomeStudio V2011.1 (Illumina). Methylation levels were calculated as β values (= intensity of the methylation allele / [intensity of the unmethylated allele + intensity of the methylated allele +100]), which ranged from 0 (0% methylation) to 1 (100% methylation). Probes for CpG sites with a detection p-value of > 0.05 or a blank β value were eliminated from further analysis. The β values of control cells were subtracted from those of senescent cells (Δβ). Δβ > = 0.2 and Δβ = < −0.2 were regarded as hyper- and hypomethylation in this study. TIG-3 cells at PDL 36 were regarded as control cells for those at higher PDLs (49, 69, and 85). An Infinium HumanMethylation27 BeadChip was used to obtain methylation profiles for all samples (TIG-3, RIS, and SVts8 cells). An Infinium HumanMethylation450 BeadChip was used to obtain more comprehensive methylation profiles of TIG-3 cells at PDL 36 and PDL 85, and RIS cells. The BeadChip data have been deposited in the GEO (GSE81788 and GSE81797). Scatter plots for β values were drawn using Genome Studio. Hyper- and hypo-methylated CpG sites were classified into six CpG subcategories depending on the location relative to the CpG island (CpG island, N_Shore, S_Shore, N_Shelf, S_Shelf, and the open sea) and into seven gene feature subcategories (− 1500 to − 200 bp upstream of the TSS (TSS1500), − 200 bp to 0 bp upstream of TSS (TSS200), 5’ untranslated region (5’UTR), first exon (1^st^ exon), gene body, 3’ untranslated region (3’UTR), and intergenic region), according to the probe annotation (HumanMethylation450_15017482_v.1.1.csv) provided by Illumina [43].

#### Integrated analysis of DNA methylation and gene expression

Normalized gene expression and DNA methylation array data were integrated based on the genomic locations of the RefSeq genes’ TSS composed in the expression array and the genomic location of the CpG sites placed in the BeadChip array using custom perl scripts. RefSeq information was retrieved from http://hgdownload.cse.ucsc.edu/goldenPath/hg19/database/refGene.txt.gz. We assessed Δβ values for the CpG sites located within 8 kb distance from the closest TSS of the RefSeq genes and the fold-change value of the corresponding gene expression. The gene expression data were obtained from probes annotated by the RefSeq ID for mRNA. When multiple expression probes existed in the same RefSeq ID, the mean of multiple intensities was calculated for the RefSeq ID. The distance from the methylation site to the TSS was calculated with a computer using the location information on the methylation probes and RefSeq (as described above). Promoters registered in RefSeq were classified into two classes, CGI and non-CGI promoters, using the following criteria: > = 50% GC content and observed-to-expected ratio of CpG > = 0.6.

#### Gene ontology (GO) analysis

GO analysis was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.7 (http://david.abcc.ncifcrf.gov/) [15–17] with GOTERM_BP_ALL and functional annotation clustering. The genes for GO analysis were extracted according to each cut-off value given in the methylation and integrated analysis section. For GO analysis using only gene expression data, genes exhibiting a more than 3-fold change of expression were used due to the limited gene numbers loaded onto the annotation tool. The top 10 represented GO terms are shown in some tables. Enrichment scores of more than 1.3 gave p-values of less than 0.05.

To conduct GO analysis on gene feature- and CpG site-categories, the genes related to differentially methylated CpG sites on the gene-coding region based on the probe annotation were analyzed with GOTERM_BP_ALL and a functional annotation chart due to the small numbers of extracted genes. The ratios of the number of genes with similar functions were calculated for all gene feature- and CpG site-subcategories.

#### miRNA expression regulated by DNA methylation and its targeted genes

To measure the expression level of miRNAs during replicative senescence, the Human miRNA microarray data were analyzed using GeneSpring (Ver. 12.5). The data were normalized by a 90-percentile shift, and then the ratios to those of the control sample (PDL 44) were obtained. The cut-off for miRNA expression change used in this study was a ±1.5-fold change. The microarray data for miRNA expression have been deposited in the GEO (GSE90942). miRNAs exhibiting methylation changes were obtained from HumanMethylation450 BeadChip data using the “MIR” keyword in the “UCSC_REFGENE_NAME” column provided by Illumina. We searched for miRNAs with hypermethylated promoter regions and down-regulated expression, and vice versa, by comparing methylation changes (Δβ cut-off was ±0.2) with expression changes (fold-change cut-off, ±1.5). Genes targeted by those miRNAs for which expression seemed to be regulated by DNA methylation were picked up by TargetScanHuman Release 7.0. The resulting genes were then further filtered by more than two miRNAs and the gene expression levels based on our microarray data.

## Results

### Similar biological outcomes, but different gene expression patterns were detected in three types of senescent cells

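Gene expression was measured on SurePrint G3 Human GE arrays hybridized in a single colour, with 1 array for each of 6 conditions. TIG-3 cells, which are normal human diploid fibroblasts, were compared between population doubling level (PDL) 36 and PDL 84, for which the sample labels give PDL 85. RIS cells, which carried an activated HRAS on a retroviral vector, were compared with cells that received the empty vector, both after 9 days of selection. SVts8 cells are TIG-3 cells with a temperature-sensitive SV40 large T antigen, and they were compared between 33.5°C and 6 days at 38°C. The 4 arrays of replicatively senescent cells, RIS cells and their controls were on 1 slide and in 1 scan, and both SVts8 arrays were on another slide and in another scan. Each senescent array therefore shared its slide with its own control, while SVts8 arrays and those of the other types were on different slides.
The deposited files hold the spot intensities that Agilent's Feature Extraction software made from the scans, after background subtraction and without normalization between arrays. Of 58717 spots for genes on each array, between 34275 and 41181 were well above background. Spots flagged as outliers, between 240 and 424 per array, were left out, and no spot was saturated. Following the methods of the paper, signals under 1.0 were set to 1.0, log2 was taken, the 75th percentile of the array was subtracted, and each senescent array was set against its own control. The 75th percentile lay between 8.41 and 9.03 on the log2 scale. The spots of a probe were averaged, which gave 50599 probes, and 28174 of them could be named by their RefSeq accession. A probe well above background on only 1 of the 2 arrays compared has a bound, given as at least so many fold against the higher of the dim probe's own signal and the lowest signal well above background on that array. A gene with several probes is given by the mean over its probes well above background on both arrays. The error given beside a log2 ratio is Feature Extraction's own estimate for the spots and covers technical error only. As each condition has 1 array, no difference has a replicate check and no test was made.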

We prepared three types of senescent cells, namely, replicatively senescent, RIS and senescent SVts8 cells. The senescence state in SVts8 cells was rapidly induced by the inactivation of the temperature-sensitive mutant of the SV40 large T antigen under non-permissive temperature. 

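CDKN2A, which encodes p16 INK4A, was measured by 2 probes well above background on all 6 arrays. Its log2 ratio to the control was 2.54 (error 0.14) in replicatively senescent cells and 2.42 (error 0.14) in RIS cells. In senescent SVts8 cells it was 0.12 (error 0.14), and the setting that moved this value most, cyclic loess normalization, gave 0.41. CDKN1A, which encodes p21 Cip1/Waf1 and has 1 probe, had a log2 ratio of 3.13 (error 0.20) in replicatively senescent cells, 1.34 (error 0.20) in RIS cells and 5.18 (error 0.22) in senescent SVts8 cells. HRAS, the gene on the vector of the RIS cells, had a log2 ratio of 0.93 (error 0.066) in RIS cells, against 0.33 in replicatively senescent cells and -0.17 in senescent SVts8 cells.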

Senescence was confirmed by the growth arrest, appearance (a large flat morphology), senescence-associated beta-galactosidase (SA-β-Gal) activity, and protein and mRNA levels of p16 ^INK4A^ and p21^Cip1/Waf1^ (S1 Fig). 

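In replicatively senescent cells, 5272 probes (10.4% of the probes) were at least 2-fold up against the control and 5080 (10.0%) were at least 2-fold down. The counts were 4854 up and 4810 down in RIS cells, and 6038 up and 4664 down in senescent SVts8 cells. A set of 380 probes was up in all 3 types, which is between 6.29% and 7.83% of the probes up in a type. Another 281 probes were down in all 3 types, between 5.53% and 6.02% of the probes down in a type. Independent sets of the same sizes, drawn within 20 bins of mean signal, would share 110.9 probes up and 54.0 probes down. Of the probes up in a type, 3098 (58.8%) were up in replicatively senescent cells only, 3109 (64.1%) in RIS cells only and 4161 (68.9%) in senescent SVts8 cells only. The corresponding counts of probes down in 1 type only were 2889 (56.9%), 2940 (61.1%) and 3618 (77.6%).
Probes well above background on both arrays made up 45.3% of those up in replicatively senescent cells, 45.0% of those up in RIS cells and 49.2% of those up in senescent SVts8 cells. Among probes with 10 spots, 2 spots of the same array differed 2-fold in at most 0.531% of pairs where the probe was well above background and in 8.16% to 16.7% of pairs where it was not. Normexp background correction with an offset of 50, a setting chosen after seeing the data, moved the counts most among the settings that count probes at 2-fold and gave 2196 probes up in replicatively senescent cells.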

Gene expression data for senescent cells obtained with SurePrint G3 Human GE microarrays (Agilent) showed that less than 10% of the probes tended to show similar changes in the three types of senescent cells (up-regulated: 358 of 4,355 probes in replicatively senescent cells, 3,927 probes in RIS cells and 5,124 probes in senescent SVts8 cells; down-regulated: 278 of 4,679 probes in replicatively senescent cells, 4,557 probes in RIS cells and 3,823 probes in senescent SVts8 cells), whereas more than 50% of the probes showed changes specific to each type of senescent cell (up-regulated: 2,396 of 4,355 probes in replicatively senescent cells, 2,384 of 3,927 probes in RIS cells, and 3,408 of 5,124 probes in senescent SVts8 cells; down-regulated: 2,561 of 4,679 probes in replicatively senescent cells, 2,750 of 4,557 probes in RIS cells, and 2,840 of 3,823 probes in senescent SVts8 cells) (Fig 1). A heatmap also showed different patterns of gene expression among the three types of senescent cells, even though sample clustering indicated that replicatively senescent cells and RIS cells were closer than senescent SVts8 cells (Fig 2).

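The uncentered correlation of log2 ratios across probes, the measure that the methods name for sample clustering, was 0.263 between replicatively senescent and RIS cells. It was 0.109 between replicatively senescent and senescent SVts8 cells and -0.0207 between RIS and senescent SVts8 cells. The values are across 50582 to 50586 probes, which are not independent replicates. Adding Feature Extraction's error at random 100 times gave an SD of 0.00544 for the first of these values. Over the 25562 probes well above background on all 6 arrays, the values were 0.385, 0.209 and -0.0432. The order of the 3 pairs was the same under every alternative setting, while the value for RIS and senescent SVts8 cells became 0.0361 under normexp background correction. Probes down in RIS cells and up in senescent SVts8 cells numbered 1038, which is 1.52 times the number for independent sets of those sizes within bins of mean signal. For the same pair, the ratio was 1.28 for probes up in both, 1.13 for probes down in both and 1.04 for probes up in RIS cells and down in senescent SVts8 cells. Each ratio is within 1 slide, and both pairs with the lower correlations set ratios from different slides against each other. The paper states the difference among the types from its heatmap, and the closeness of replicatively senescent and RIS cells from the clustering.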

**Fig 1:**
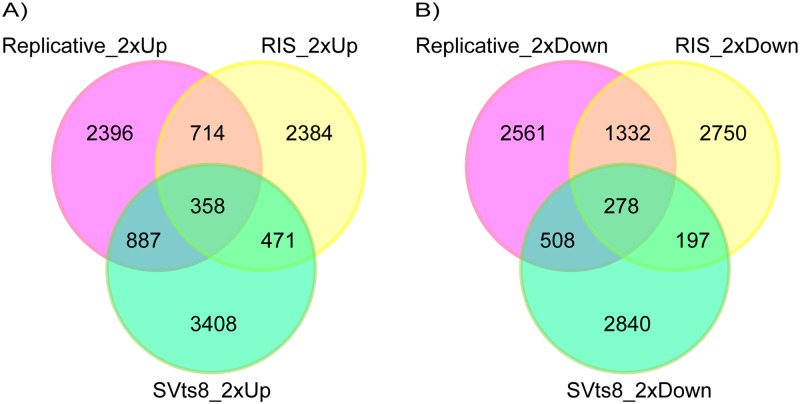
The number of probes indicating up- or down-regulated genes in three types of senescent cells. The number of up-regulated (A) or down-regulated probes (B) are shown in three types of senescent cells. The probes exhibiting a more than 2-fold change were counted. Purple circles, replicatively senescent cells; yellow circles, RIS cells; green circles, senescent SVts8 cells.

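Among named genes, those changed in all types were ranked by the smallest of their 3 changes, over probes well above background on both arrays of each comparison, and the 5 highest in each direction were taken. TXNIP had log2 ratios of 4.62 in replicatively senescent cells, 3.70 in RIS cells and 2.97 in senescent SVts8 cells, and ARRDC4 had 4.10, 3.62 and 2.72 in the same order. On the other side, CCNA2 fell in all types, with log2 ratios of -5.76, -2.09 and -2.54. The single largest rises were those of CCL3 in replicatively senescent cells (log2 ratio 7.59), MMP3 in RIS cells (10.05) and INPP5D in senescent SVts8 cells (8.40). The largest falls were those of SPC25 in replicatively senescent cells (-7.45), CCDC85A in RIS cells (-6.41) and ID1 in senescent SVts8 cells (-6.51).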

**Fig 2:**
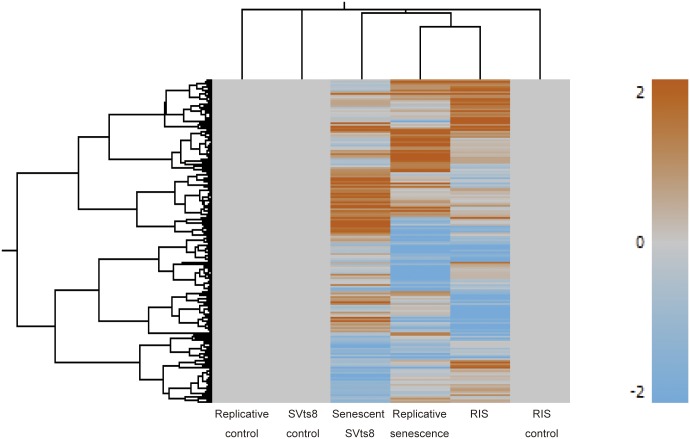
Heatmap of gene expression in three types of senescent cells. Gene expression patterns in three types of senescent cells are shown as a heatmap with sample clustering using uncentered correlation.

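More than 3-fold changes down were found for 1456 named genes in replicatively senescent cells, 947 in RIS cells and 884 in senescent SVts8 cells, where a gene was counted once if any of its probes passed. A list of 43 genes of S phase and a list of 54 genes of G2/M, written before the data were examined, stand in for the GO terms, as no GO annotation was used here. In replicatively senescent cells, the median log2 ratio was -3.24 for S phase and -4.97 for G2/M, and 39 and 49 genes were at least 2-fold down. The medians in RIS cells were -1.21 and -1.37. In senescent SVts8 cells, the median was -1.39 for G2/M, with 40 of 53 measured genes at least 2-fold down, and -0.15 for S phase, with 3 of 43. Each of these medians except the last lay below all 10000 random lists matched on mean expression. The S phase median in senescent SVts8 cells lay at percentile 63.9 of its random lists and became 0.088 under cyclic loess normalization. The median over all 20496 genes was 0.16 in replicatively senescent cells, 0.24 in RIS cells and -0.11 in senescent SVts8 cells. The G2/M genes with the largest falls were NDC80 in replicatively senescent cells (log2 ratio -7.04), TOP2A in RIS cells (-2.58) and AURKA in senescent SVts8 cells (-3.46).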

According to the GO analysis of more than 3-fold changed genes, the down-regulated genes in the replicatively senescent, RIS and senescent SVts8 cells were mostly related to the “cell cycle” (S1 Table). On the other hand, the up-regulated genes were related to “immune response”, “locomotion”, and “cell migration” in all three types of senescent cells that we examined. Both up-regulated and down-regulated genes included “developmental process” genes. 

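More than 3-fold changes up were found for 1171 named genes in replicatively senescent cells, 964 in RIS cells and 1444 in senescent SVts8 cells. Of 77 measured genes on a list for the immune and inflammatory response, 11 were at least 2-fold up in replicatively senescent cells and 27 were down, with a median log2 ratio of -0.39. This median became 0.28 when signals were floored at the lowest signal well above background, and 42 of the 77 genes were measured on both arrays. In RIS cells, 23 genes of the list were up and 16 down, with a median of 0.28 that quantile normalization moved to -0.00040. In senescent SVts8 cells, 39 genes were up and 4 down, with a median of 1.02. The numbers of genes up lay at percentile 72.6 of random lists matched on mean expression in replicatively senescent cells and above all of them in RIS and senescent SVts8 cells. In RIS cells the number of genes down was also high, at percentile 99.8, and the median lay at percentile 81.3, within the range of the random lists.
IL6 had a log2 ratio of 3.52 in replicatively senescent cells, 1.02 in RIS cells and 5.84 in senescent SVts8 cells. CXCL8 had a log2 ratio of 5.71 in RIS cells and 1.17 in senescent SVts8 cells, and it was not well above background in replicatively senescent cells or their control. Of 74 genes on a list for migration, which stands in for locomotion as well, 27 were up in replicatively senescent cells and 13 down. In RIS cells 22 were up and 15 down, and in senescent SVts8 cells 24 and 9. The number of migration genes down in RIS cells was also high, at percentile 99.7 of random lists. The medians of this list were 0.64, 0.36 and 0.38, at percentiles of 99.8 or higher. SERPINE2 (log2 ratio 4.43) and TGFB2 (4.08) were among its largest rises in replicatively senescent cells, EREG (6.41) in RIS cells and CCL2 (4.71) in senescent SVts8 cells.

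**Figure D1:**
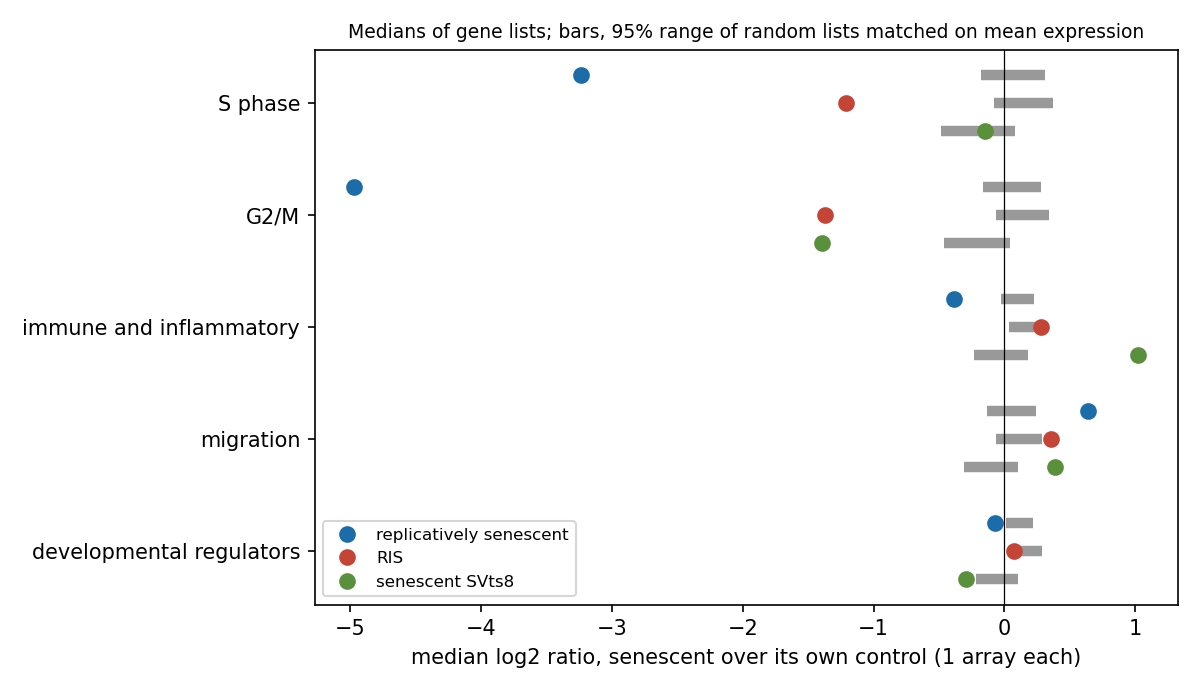
Median log2 ratio (horizontal axis) of 5 gene lists (vertical axis), senescent over its own control, for the 3 types of senescent cells (coloured points, 1 array per condition), with the central 95% of 10000 random lists matched on mean expression (grey bars). The S phase point of senescent SVts8 cells lies within its bar and is above 0 under quantile and cyclic loess normalization, and the immune point of replicatively senescent cells lies below its bar and is above 0 under the higher floor and normexp correction.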

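A list of 123 developmental regulators had members at least 2-fold changed both ways in each type. In replicatively senescent cells, 19 were up and 35 were down, in RIS cells 17 and 27, and in senescent SVts8 cells 16 and 24. The median log2 ratios were -0.070, 0.076 and -0.29, of which the first became 0.10 with the higher floor on dim signals and the second -0.067 under quantile normalization. Random lists matched on mean expression had a median of 15, 12 and 12 genes down, and of 14, 13 and 17 up. The numbers up lay at percentiles 89.8, 87.8 and 41.3, within the range of the random lists. SOX11 (log2 ratio -4.20) and GLI1 (-3.86) had the largest falls in replicatively senescent cells, and HHIP (-5.03) in senescent SVts8 cells. In RIS cells, FOXQ1 (2.88) and FOXD1 (2.47) had the largest rises, and PRRX2 fell by more (-5.48).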

The results suggest that different genes with similar functions contributed to the senescent process, although the biological outcomes were similar among the three types of senescent cells.

### Replicatively senescent cells showed DNA methylation changes

The DNA methylation profiles of senescent and proliferating cells were obtained using the Infinium HumanMethylation27 BeadChip. Among the three types of senescent cells examined, only the replicatively senescent cells (TIG-3 at PDL 85) were notably differentially methylated compared to the proliferating control cells (TIG-3 at PDL 36), whereas prematurely senescent cells (RIS and SVts8) were not (Fig 3, upper panels). Among the 629 and 366 CpG sites that were hyper- and hypo-methylated, respectively, in TIG-3 at PDL 85 (Fig 3, lower table), 565 (89.8%) and 310 (84.7%) sites showed a stepwise increase and decrease, respectively, of DNA methylation along with the progression of PDLs (36, 49, 69, and 85) (Table 1). Genes hosting the differentially methylated CpG sites detected in TIG-3 at PDL 85 were subjected to GO analysis using DAVID. Genes associated with hypomethylated CpG sites were found to be most enriched in the term “immune response” (enrichment score 7.86) and its related terms (S2 Table). On the other hand, genes associated with hypermethylated CpG sites were enriched in a wider variety of terms such as regulation of biological and developmental processes with lower enrichment scores (4.24 or lower).

**Table 1:** Sequential changes of DNA methylation during replicative senescence.

		PDL 49 vs PDL 36	PDL 69 vs PDL 36	PDL 85 vs PDL36
Hypomethylated CpG sites	Total number	64	165	366
	Number of sites with sequential change	–	156 (94.5%)	310(84.7%)
Hypermethylated CpG sites	Total number	76	277	629
	Number of sites with sequential change	–	273 (98.6%)	565 (89.8%)

**Fig 3:**
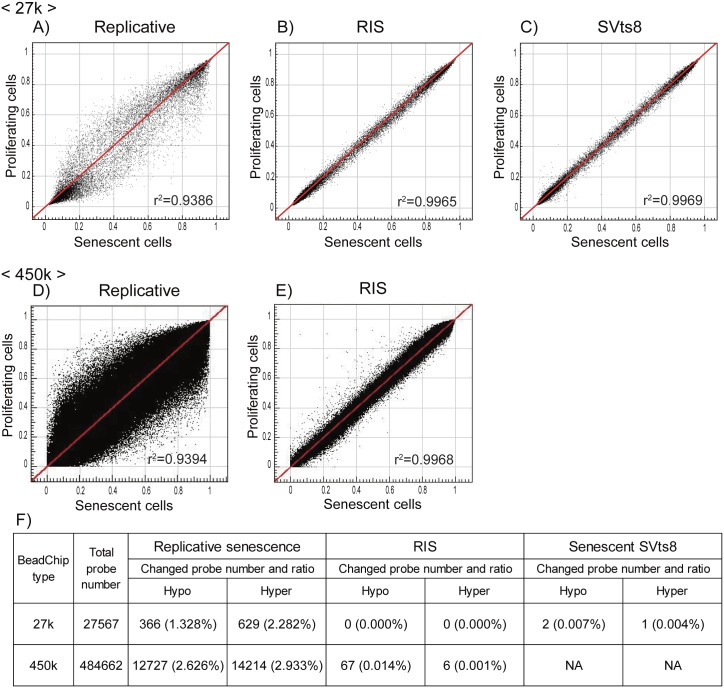
Comparison of DNA methylation profiles in three types of senescent cells. DNA methylation β values of senescent (x-axis) and proliferating control (y-axis) cells in the three types of senescent models are shown in scatter plots. The data were obtained by Infinium HumanMethylation27 (upper panels, A–C) and HumanMethylation450 BeadChip (middle panels, D–E). The correlation coefficient (r^2^) is shown in each plot. The lower table (F) shows the numbers of CpG sites that were hyper- (Δβ > = 0.2) and hypo-methylated (Δβ = < −0.2) upon senescence.

To more comprehensively examine the alteration of DNA methylation upon senescence, we obtained the DNA methylation profiles of TIG-3 cells at PDL 36 and PDL 85, and RIS cells using the Infinium HumanMethylation450 BeadChip. Again, replicatively senescent TIG-3 cells were differentially methylated compared to the proliferating control cells, whereas RIS cells were not (Fig 3D and 3E). Among 484,662 probes that passed quality control procedures, 14,214 and 12,727 probes were hyper- and hypo-methylated, respectively, in TIG-3 cells at PDL 85 as compared with TIG-3 cells at PDL 36 (Fig 3F). The ratios of differentially methylated probes were determined for each of the seven gene features and six CpG subcategories (Fig 4). The frequency of hypermethylated CpG sites was higher than that of hypomethylated CpG sites in TSS1500 (1.6 fold), TSS200 (2.1 fold), 5’UTR (1.5 fold), 1^st^ exon (2.0 fold) and gene body (1.2 fold) subcategories (Fig 4A). As shown in Fig 4B, the frequency of hypermethylated CpG sites was higher in CGI (16.0 fold), N_Shore (2.2 fold), and S_shore (2.4 fold) subcategories, but was lower in N_Shelf (0.44 fold), S_Shelf (0.39 fold), and the open sea (0.51 fold) subcategories. We applied GO analyses to genes hosting the differentially methylated CpG sites to characterize the features of the genes that were supposed to be regulated in part by DNA methylation in each gene feature- and CpG site-subcategories. A total of 8,114 genes hosting the differentially methylated CpG sites were classified by GO terms into the subcategories. The GO terms obtained from functional annotation charts using DAVID were further categorized into seven groups: “immune response”, “metabolic process”, “transport”, “cell adhesion”, “development”, “signal transduction”, and “transcription”, plus an additional group, others (Figs 5A–5H and 6A–6H and S3 Table). The “immune response”-related genes hosting hypomethylated CpG sites were enriched in all of the gene feature subcategories, whereas a small portion of those hosting hypermethylated sites were located in the TSS1500, 5’UTR, 1^st^ exon and gene body subcategories (Fig 5A). Interestingly, in the region from − 200 bp to 0 bp upstream of TSS (TSS200), all of the classified 63 genes related to “immune response” consisted of the hypomethylated CpG sites. Consistent with the results of GO analyses using HumanMethylation27 data (S2 Table), the genes hosting hypomethylated CpG sites were found to be markedly enriched with the genes involved in “immune response”. In sharp contrast, the “transcription”-related genes hosting hypermethylated CpG sites were enriched in all of the gene feature subcategories except for “1^st^ exon”, whereas no “transcription”-related genes hosting the hypomethylated ones were located in the gene feature subcategories except “gene body” (Fig 5G). The results of the GO analyses conducted on the CpG site subcategories are shown in Fig 6. Genes related to “immune response” were enriched only in the genes hosting hypomethylated CpG sites in the “open sea”, but not those in other subcategories (islands, shores, and shelves) (Fig 6A). In addition, genes related to “transcript” were enriched in the genes hosting hypomethylated CpG sites in the “CpG islands” (Fig 6G). However, genes related to the other six groups of GO terms were enriched in the genes hosting hypomethylated CpGs in several CpG subcategories (Fig 6B–6F and 6H). When we focused on the genes hosting hypermethylated CpG sites, genes related to “immune response” were enriched in “N_shore” rather than in the “open sea”. In addition, genes related to other groups were enriched in the genes hosting hypermethlated CpG sites regardless of the CpG site locations (islands, shores, shelves, and the open sea) (Fig 6B–6G). Thus, a certain portion of “immune response”-related genes might be regulated in part by DNA methylation via CpG sites being outside of the CpG islands.

**Fig 4:**
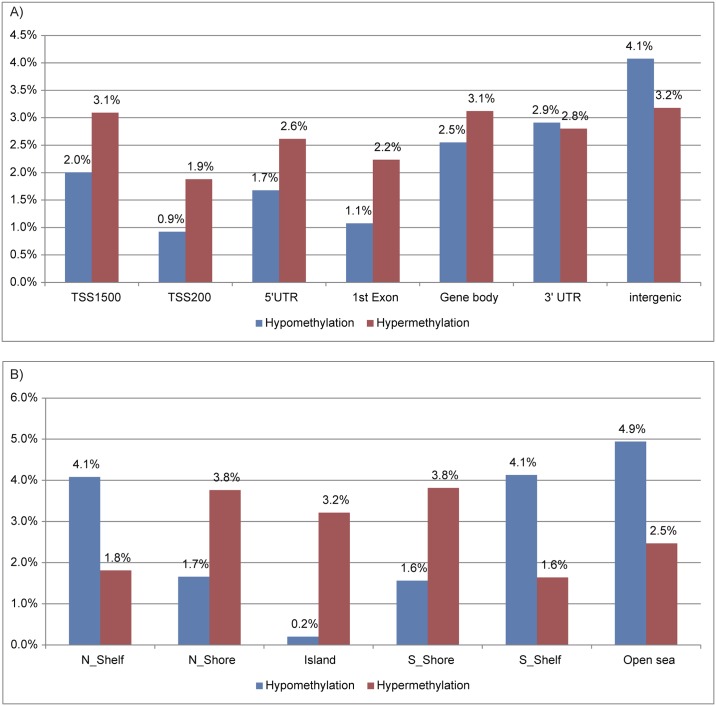
Rates of differentially methylated CpG sites in replicatively senescent TIG-3 cells in seven gene- feature (A) and six CpG- site (B) subcategories. CpG sites showing Δβ > = 0.2 and Δβ = < −0.2 in senescent TIG-3 cells (at PDL 85) compared to those at PDL 36 were regarded as hyper- and hypo-methylated, respectively. Seven gene-feature subcategories: TSS1500, TSS200, 5’UTR, 1^st^ exon, gene body, 3’UTR, and intergenic region. Six CpG subcategories: CpG island, N_Shore, S_Shore, N_Shelf, S_Shelf, and the open sea.

**Fig 5:**
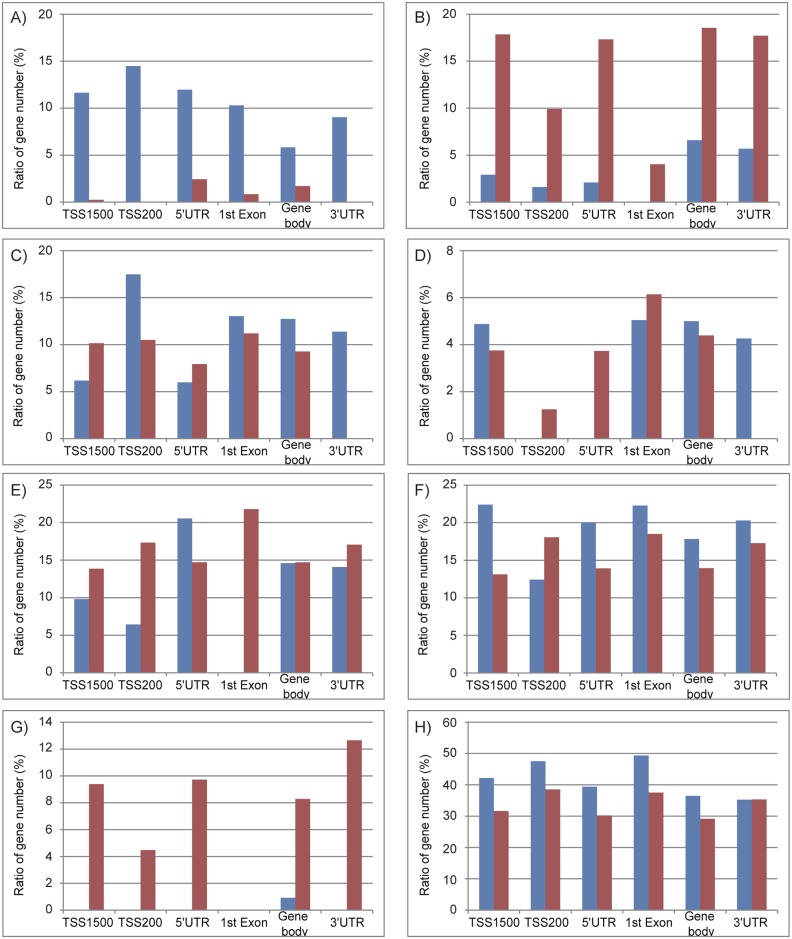
The characterization of genes hosting differentially methylated CpG sites in the gene feature subcategories. GO analyses for gene hosting differentially methylated CpG sites were performed using DAVID (functional annotation chart and GOTERM_BP_ALL). The genes hosting hypermethylated (red) or hypomethylated (blue) CpG sites were classified into six gene feature categories (TSS1500, TSS200, 5’UTR, 1^st^ exon, gene body and 3’UTR). Using the GO terms detected to be enriched (p-value = < 0.05) by DAVID, genes with similar functions were classified into seven groups: immune response (A), metabolic process (B), transport (C), cell adhesion (D), development (E), signal transduction (F), and transcription (G), plus an additional group, others (H). Histograms (A–H) show the ratio of the number of genes classified by GO terms in gene features subcategories (S3 Table shows the number of genes analyzed and classified).

**Fig 6:**
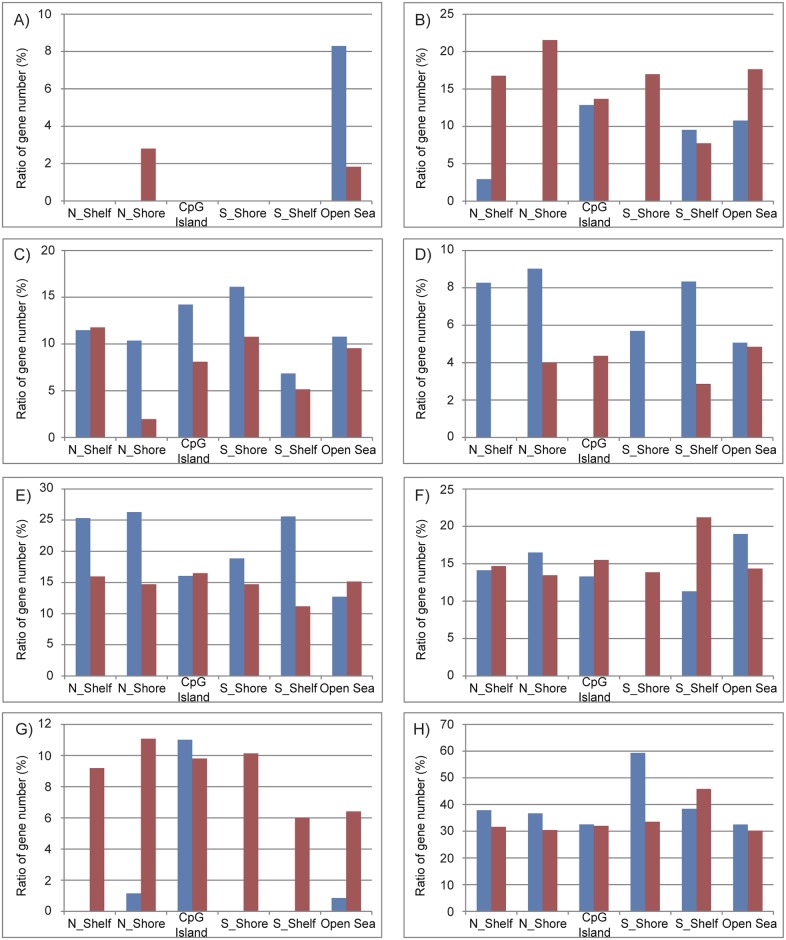
The characterization of genes hosting differentially methylated CpG sites in the CpG site subcategories. The same type of GO analyses shown in Fig 5 was applied to six CpG subcategories (N_Shelf, N_Shore, CpG island, S_Shore, S_Shelf, and the open sea). S3 Table shows the number of genes analyzed and classified.

### Hypomethylation observed in the open sea was frequently associated with the up-regulation of genes related to immune response

Next, we performed an integrated analysis of HumanMethylation450 BeadChip and gene expression profiles to investigate potential functional effects of DNA methylation on gene expression in replicative senescence. 

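Only the expression side of the integration was computed from the arrays, since the methylation values come from another platform and are not analysed here. The copy of S4 Table used here holds the first 1997 of its 212885 CpG sites, sorted by falling Δβ, and Δβ in this part runs from 0.70 down to 0.27, so all of its sites are hypermethylated. These sites lie near 1287 RefSeq IDs, and 1286 of the IDs have a probe on the array. Between replicatively senescent cells and their control, 892 of these IDs (69.4%) changed by less than 2-fold. The expression of 235 IDs (18.3%) was at least 2-fold down and that of 159 (12.4%) at least 2-fold up. Over all 20206 RefSeq IDs for mRNA on the array, 11.8% were down and 11.1% up. The part held was selected by its Δβ, so these shares describe that part and were not tested.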

Most methylation changes were unlikely to have a significant impact on gene expression (S2 Fig). Out of 212,885 probes located within 8 kb distance from a TSS of RefSeq genes, 1,596 CpG sites were differentially methylated along with the altered expression of the nearest genes to these CpG sites: 1,101 hyper- and 495 hypo-methylated CpG sites for which the nearest genes were down- and up-regulated, respectively, upon senescence (S4 Table). The genes nearest to these 1,596 differentially methylated CpG sites were subjected to GO analysis using DAVID. Those genes with up-regulated expression that were in a hypomethylated state in close proximity (within 8 kb) to their TSS were involved in “immune response” and “cell death” as ranked in the top 10 terms (Table 2). The immune response-related genes included *MHC II*, and the cell death-related genes included *FAS* and *oxidized low density lipoprotein receptor 1 (OLR1)*. In contrast, those genes with down-regulated expression that were in a hypermethylated state in close proximity to their TSS were categorized into several categories such as “development” and “cell cycle”.

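FAS had 3 probes, all well above background on both arrays, with log2 ratios between 1.57 and 1.67 in replicatively senescent cells. Their mean of 1.61 (error 0.099) stayed between 1.49 and 1.67 under the 13 alternative settings. OLR1 has 1 probe, which was well above background in replicatively senescent cells but not in their control, and its expression was at least 1.55-fold higher. Over the alternative settings this bound lay between 0.42 and 0.72 on the log2 scale. Of the MHC II genes, HLA-DMB had a log2 ratio of 1.22 (error 0.32). From the genes near these CpG sites, the paper states that the immune response and cell death were among the leading terms for up-regulated genes.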

**Table 2:** GO analysis of genes showing the relationship between methylation and gene expression level in replicative senescence.

Rank	Hypomethylation & up-regulated gene expression (n = 351)		Hypermethylation & down-regulated gene expression (n = 516)	
	GO term categories	Enrichment Score	GO term categories	Enrichment Score
1	Response to stimulus	3.20	Developmental process	7.08
2	Immune response	3.19	Organ development	5.14
3	Inflammatory response	2.73	Lung alveolus development	3.69
4	Response to hormone stimulus, Response to corticosteroid stimulus	2.50	Embryonic development	3.64
5	Response to nutrient levels, Response to extracellular stimulus	2.30	Cell cycle	3.16
6	Regulation of transport	1.69	Negative regulation of transcription	3.11
7	Developmental process	1.62	Epithelial tube morphogenesis	2.70
8	Cell death	1.37	Mesenchymal cell development	2.47
9	Actin cytoskeleton organization	1.26	Ear development	2.46
10	Negative/positive regulation of kinase activity	1.25	Positive regulation of transcription, DNA-dependent, positive regulation of metabolic process	2.34

* More than 1.3 of enrichment scores gave less than 0.05 p-value.

We also assessed the distribution of the distances between each of the 1,596 differentially methylated CpG sites and the nearest TSS. In this analysis, we classified genes into two subcategories based on promoter types, CGI and non-CGI promoters. The number of probes for all CpG sites within CGI and non-CGI promoters on the array were 204,829 and 94,432 respectively (Fig 7A). The number of probes located within 1 kb distance to the TSS was 186,998 (62%). The 1,101 hypermethylated CpG sites for which the nearest gene was down-regulated upon replicative senescence consisted of 744 and 357 CpG sites within CGI and non-CGI promoters, respectively. The hypermethylated CpG sites tended to be located more frequently in CGI promoters than in non-CGI promoters, and located close to the TSS: 630 out of 1,101 (57%) within 1 kb distance (Fig 7B). The distribution patterns were similar between all CpG sites (Fig 7A) and 1,101 hypermethylated CpG sites (Fig 7B). In sharp contrast, 495 hypomethylated CpG sites for which the nearest gene was up-regulated were mainly located in non-CGI promoters (Fig 7C). Within 1 kb distance of the TSS, 202 hypomethylated CpG sites, for which the nearest gene was up-regulated upon replicative senescence, consisted of 36 and 166 CpG sites within CGI and non-CGI promoters, respectively (Fig 7C). This distribution pattern was similar to that of a subset of hypomethylated CpG sites, for which the nearest gene was up-regulated and related to “immune response” (Fig 7D). This result suggests the possibility that DNA methylation on the promoter modulates the expression of a subset of “immune response” genes in replicative senescence.

**Fig 7:**
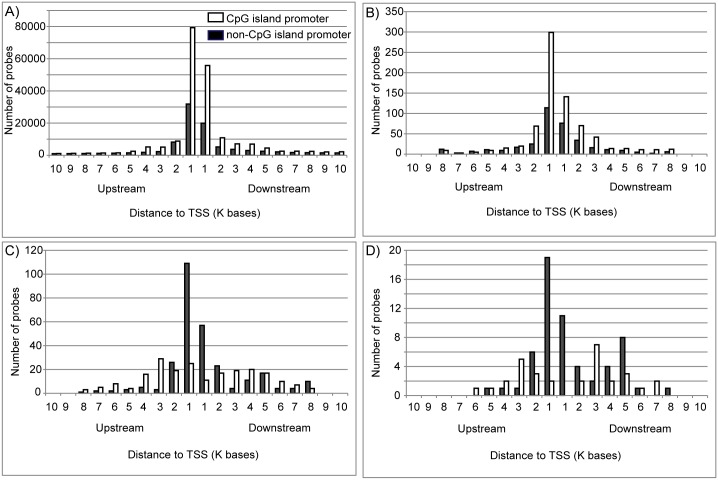
Distribution patterns of the distances between CpG sites and the nearest TSS. Distribution patterns for all 299,261 CpG probes on the HumanMethylation450 BeadChip (A), 1,101 hypermethylated CpG sites for which the nearest gene was down-regulated upon replicative senescence (B), 495 hypomethylated CpG sites for which the nearest gene was up-regulated upon replicative senescence (C), and 90 hypomethylated CpG sites for which the nearest gene was up-regulated upon replicative senescence and related to immune response (D) are shown.

### DNA methylation affected the expression of miRNAs and the target genes during replicative senescence

A HumanMethylation450 BeadChip includes 3,436 probes related to miRNA. In replicatively senescent TIG-3 cells, 98 CpG sites corresponding to 66 miRNAs were hypomethylated, whereas 102 CpG sites corresponding to 62 miRNAs were hypermethylated (S5 Table). The expression levels of miRNAs were examined using Human miRNA microarray (Release 21.0), where 2,549 human miRNAs were represented. During replicative senescence, 178 miRNAs (fold-change > = ±1.5) showed up- or down-regulated (data not shown). To select miRNAs for which expression seemed to be regulated by DNA methylation, we compared the methylation changes of CpG sites related to miRNA with the miRNA expression changes. Among 18 miRNAs selected, seven miRNAs showed a decrease in expression accompanied with a hypermethylated CpG site in the promoters (S6 Table). This result was consistent with a previous report using IMR 90 cells, where the expression levels of six of the seven miRNAs were down-regulated during replicative senescence [27]. In contrast, no miRNAs showed an increase in expression along with a hypomethylated CpG site in the promoters. We next searched for candidate genes targeted by the seven miRNAs using TargetScan Human Release 7.0, and these genes were further selected by more than two miRNAs and the targeted gene expression levels based on our microarray data. As a result, we identified 27 genes for which expression seemed to be indirectly regulated by DNA methylation on the promoters of targeting miRNAs (Table 3). 

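Of the 27 genes, 23 have at least 1 probe that was well above background in both replicatively senescent cells and their control, and in 17 of these the mean over such probes was at least 2-fold up. DGKH, HPCAL4 and SEMA6D were well above background in replicatively senescent cells only, with at least 2.07-fold, 2.10-fold and 2.31-fold higher expression. MYO1D has 2 probes, of which neither was well above background in the control, and 1 of them gives a bound of at least 5.23-fold. The largest means were 7.67-fold for CADM1, 4.79-fold for PGM2L1 and 4.17-fold for HECW2. Of the 6 means under 2-fold, those of CNNM2, GRIN2A and ZDHHC8 were 1.87-fold, 1.76-fold and 1.67-fold, and those of MEF2D and OXR1 were both 1.56-fold. In 5 genes the probes differed by more than 1 on the log2 scale, and all 23 measured genes had 1 or more probes at least 2-fold up. With the mean over all probes, dim ones included, 20 of the 27 genes were at least 2-fold up, and normexp background correction, which was chosen after seeing the data and moved this count most, gave 11. From the falling miRNAs and these rising targets, the paper proposes an indirect effect of promoter methylation on the genes.

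**Figure D2:**
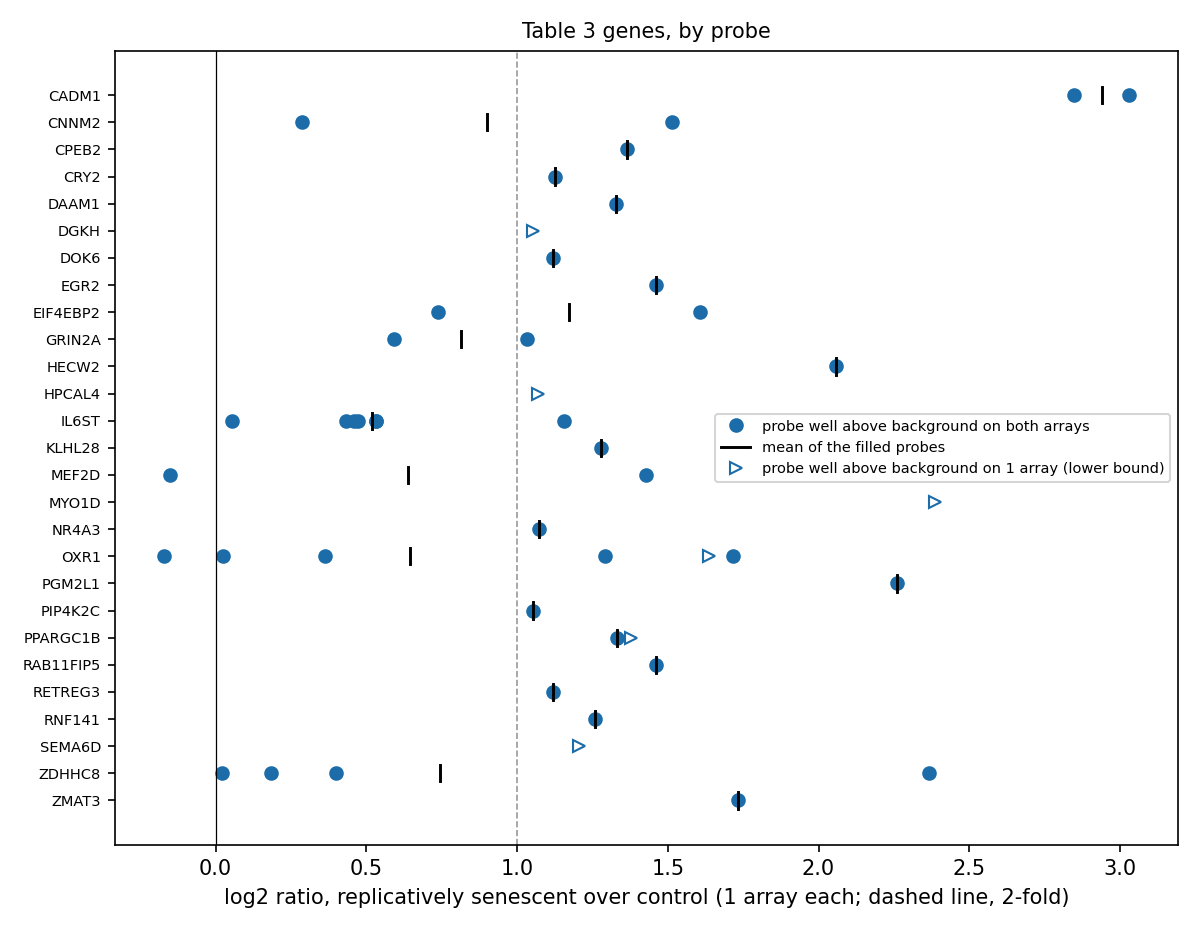
Log2 ratio of each probe (horizontal axis) for the genes of Table 3 (vertical axis, RETREG3 is FAM134C in the table), replicatively senescent over control with 1 array each. Filled points are probes well above background on both arrays, open triangles are lower bounds, black lines are the means of the filled points, and the dashed line marks 2-fold, which 17 of the means reach.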

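IL6ST has 7 probes, all well above background on both arrays, with log2 ratios in replicatively senescent cells from 0.055 to 1.15. Their mean was 0.52 (error 0.077), which is 1.43-fold. The expression of ZMAT3, which has 1 probe, was 3.32-fold that of the control (log2 ratio 1.73, error 0.065). In the other types, ZMAT3 had log2 ratios of 0.43 in RIS cells and 2.64 in senescent SVts8 cells.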

The genes encoding IL-6 signal transducer (*IL6ST*) and Zinc finger matrin-type 3 (*ZMAT3*) were included in the targeted genes.

**Table 3:** Targeted genes mediated in part by miRNAs, with miRNA expression regulated via methylation in the promoter regions.

Targeted gene symbol	Gene expression (fold-change)	miRNAs of regulating targeted gene		
EIF4EBP2	3.0	hsa-miR-7-5p	hsa-miR-193a-5p	hsa-miR-335-5p
HECW2	4.2	hsa-miR-7-5p	hsa-miR-25-3p	hsa-miR-505-3p
CADM1	8.2	hsa-miR-7-5p	hsa-miR-505-3p	
CNNM2	2.9	hsa-miR-335-5p	hsa-miR-505-3p	
CPEB2	2.6	hsa-miR-7-5p	hsa-miR-505-3p	
CRY2	2.2	hsa-miR-7-5p	hsa-miR-17-5p	
DAAM1	2.5	hsa-miR-130b-3p	hsa-miR-335-5p	
DGKH	2.5	hsa-miR-130b-3p	hsa-miR-505-3p	
DOK6	2.2	hsa-miR-17-5p	hsa-miR-335-5p	
EGR2	2.8	hsa-miR-17-5p	hsa-miR-25-3p	
FAM134C	2.2	hsa-miR-17-5p	hsa-miR-335-5p	
GRIN2A	2.0	hsa-miR-7-5p	hsa-miR-130b-3p	
HPCAL4	7.6	hsa-miR-7-5p	hsa-miR-335-5p	
IL6ST	2.2	hsa-miR-130b-3p	hsa-miR-505-3p	
KLHL28	2.4	hsa-miR-7-5p	hsa-miR-335-5p	
MEF2D	2.7	hsa-miR-335-5p	hsa-miR-505-3p	
MYO1D	5.9	hsa-miR-193a-5p	hsa-miR-335-5p	
NR4A3	2.1	hsa-miR-7-5p	hsa-miR-335-5p	
OXR1	2.9	hsa-miR-7-5p	hsa-miR-17-5p	
PGM2L1	4.8	hsa-miR-17-5p	hsa-miR-130b-3p	
PIP4K2C	2.1	hsa-miR-25-3p	hsa-miR-505-3p	
PPARGC1B	2.6	hsa-miR-7-5p	hsa-miR-505-3p	
RAB11FIP5	2.8	hsa-miR-7-5p	hsa-miR-17-5p	
RNF141	2.4	hsa-miR-7-5p	hsa-miR-335-5p	
SEMA6D	5.9	hsa-miR-7-5p	hsa-miR-193a-5p	
ZDHHC8	5.2	hsa-miR-17-5p	hsa-miR-335-5p	
ZMAT3	3.4	hsa-miR-7-5p	hsa-miR-130b-3p	

## Discussion

In this study, we examined DNA methylation levels in three types of senescent cells and found that only replicatively senescent cells were differentially methylated, whereas prematurely senescent ones (RIS and SVts8) were not (Fig 3 and Table 1). These results were in good agreement with previous studies showing DNA methylation changes in aged tissues and cells [16, 21, 24, 44]. There are several reasons why the DNA methylation profile is strongly modified during replicative senescence and not during premature senescence. Firstly, errors may accumulate due to repeated cell division. Laird *et al*. evaluated the fidelity of transmission of the DNA methylation state in the CpG island of the *FMR1* gene in normal human lymphocytes using hairpin-bisulfite PCR [45]. Although the high fidelity of inheritance of the methylated state of cytosine was estimated, the results clearly showed that errors in maintaining DNA methylation occurred to some extent in every DNA replication. When culturing TIG-3 cells from PDL 36 to PDL 85, the cells would be divided approximately 2^50 times. In contrast, as RIS and senescent SVts8 cells were rapidly induced to a senescent state, prematurely senescent cells would not have enough rounds of cell division to accumulate any errors. Secondly, reduced activity of DNA methyltransferase 1 (DNMT1), which primarily maintains DNA methylation patterns during replication, may increase the incidence of errors. 

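DNMT1 was measured by 1 probe that was well above background on all 6 arrays. Its log2 ratio was -2.12 (error 0.20) in replicatively senescent cells, -0.52 (error 0.20) in RIS cells and -0.33 (error 0.20) in senescent SVts8 cells. Expression was thus 0.230, 0.699 and 0.796 times that of the control. The alternative settings gave -2.22 to -2.12 in replicatively senescent cells, -0.72 to -0.52 in RIS cells and -0.35 to -0.054 in senescent SVts8 cells. A list of 22 genes of the DNA methylation machinery, of which 20 were measured, had medians of -0.37, -0.42 and -0.021 in the same order.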

The expression profiles in this study exhibited a marked decrease in *DNMT1* in replicatively senescent cells (0.23-fold reduction, data not shown), whereas the expression levels of *DNMT1* in RIS (0.70-fold reduction, data not shown) and senescent SVts8 (0.80-fold reduction, data not shown) were slightly reduced. This is consistent with the results reported by Kaneda *et al*., who reported that DNA methylation was not altered in RIS using methylated DNA immunoprecipitation (MeDIP) sequencing and bisulfite sequencing, and the *Dnmt1* expression level was not altered in RIS, or during 3 passages (passage 2 to 5) using mouse embryonic fibroblasts [16]. Thirdly, a marked decrease in Ten-eleven translocation 1 (TET1) expression could alter DNA methylation patterns. Recent studies have suggested active DNA demethylation is mediated by TET, the enzyme that converts 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fc), and 5-carboxylcytosine (5caC) [46–49]. There are three TET proteins: TET1, TET2 and TET3. The expression levels of *TET1* and *TET3* genes, but not *TET2*, reportedly decrease along with aging, and *TET3* expression is important for decreasing genomic 5hmC during aging in human T cells [50]. In replicatively senescent TIG-3 cells, the expression levels of the *TET1* gene were drastically decreased, although we have no expression data for the TET3 gene due to a lack of TET3 probes in the expression array. 

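TET1 was measured by 3 probes, all well above background on all 6 arrays. In replicatively senescent cells, their log2 ratios lay between -2.40 and -2.19, with a mean of -2.33 (error 0.15). The setting that moved this mean most was normexp background correction, which gave -1.57. In RIS cells TET1 fell about as much, with a mean of -2.39 and probes from -3.21 to -0.78. In senescent SVts8 cells its mean was 0.15. No probe on the array was named TET3 by its RefSeq accession.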

A recent study showed that *Tet1*/*Tet2* double-knockout mouse embryonic fibroblasts (MEFs) had defects in maintaining hypomethylation and resulted in hypermethylation of DNA methylation canyons where developmental genes are associated [51]. Taken togather, methylation changes during senescence would be required for many rounds of cell division and the decreased activities of DNA methyltransferase and methylcytsine deoxygenase, such as DNMT1 and TET1, might produce the altered methylation patterns within long-term culture.

We found that hypomethylation observed in the open sea was frequently associated with the up-regulation of genes related to immune response. When the genes hosting hypomethylated CpG sites were classified into six CpG subcategories using annotated GO terms, genes related to “immune response” were enriched only in the genes hosting hypomethylated CpG sites in the “open sea” (Fig 6A). Consistent with the results, the promoter types of genes categorized as “immune response” were mainly non-CGI promoters (Fig 7D). Nevertheless, the probes in the HumanMethylation450 BeadChip covered much more CpG island promoter genes than non-CpG island promoter genes (Fig 7A). In contrast, genes categorized into other groups, namely “metabolic process”, “transport”, “cell adhesion”, “development”, “signal transduction”, and “transcription”, exhibited hypermethylation rather than hypomethylation in the CpG sites close to the TSS (S3 Table). Furthermore, integrated analyses showed that “immune response” was ranked in GO terms of genes up-regulated and concomitantly hypomethylated in close proximity to their TSS (Table 2). These results suggest that hypomethylation in the open sea may increase the expression of the “immune response”-related genes during replicative senescence. For example, *MHC II* has non-CGI promoters exhibiting hypomethylated CpG sites and its expression was up-regulated during replicative senescence. 

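Among the other MHC II genes, HLA-DPA1 had a log2 ratio of 0.87 (error 0.19) in replicatively senescent cells, with 0.46 and 1.27 for its 2 probes. The log2 ratio was 0.77 for HLA-DPB1, 0.76 for HLA-DOB, 0.65 for HLA-DRB3, 0.44 for HLA-DQB2, 0.37 for HLA-DQB1, 0.32 for HLA-DRB1 and 0.24 for HLA-DOA. Another probe of HLA-DQB1 was well above background in replicatively senescent cells but not in their control, and gives at least 1.85-fold. HLA-DMA fell, with a log2 ratio of -0.45 (error 0.16). HLA-DRB4 was not well above background in replicatively senescent cells, and its signal was at most 0.685 times that of the control. HLA-DRA was not well above background on any of the 6 arrays, and HLA-DRB5, HLA-DQA1 and HLA-DQA2 have no measured ratio in this comparison.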

Several studies also indicated the effects of DNA methylation in the promoter regions on the expression of inflammatory genes [52–54].

Currently we cannot explain the mechanism by which hypomethylation in the non-CpG promoter increases the expression of a certain portion of the “immune response”-related genes during replicative senescence. We speculate that TET2 may play a role in this regulation. As mentioned above, TET proteins contribute to active DNA demethylation. 

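TET2 was measured by 4 probes, which differ by more than 1 on the log2 scale in replicatively senescent and senescent SVts8 cells. The probe for NM_017628 had a log2 ratio of 1.00 (error 0.25) in replicatively senescent cells and 1.32 (error 0.26) in senescent SVts8 cells. In RIS cells it was not well above background, and its signal was at most 0.450 times that of the control. The other 3 probes had log2 ratios between -0.70 and -0.38 in replicatively senescent cells and between -0.23 and -0.060 in senescent SVts8 cells.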

In our data, the expression levels of one of the *TET2* probes showed a 2-fold increase in replicatively senescent cells and senescent SVts8 cells, whereas no increase in *TET2* expression was detected in the RIS cells. Unlike TET1 and TET3, TET2 does not have a CXXC domain, which is required for binding to the CpG site [55, 56]. These results suggest that collaboration between TET2 and its associated factor(s) may be required for DNA binding and demethylation. In fact, TET2 was reported to need a cofactor for binding to DNA [49]. During differentiation of helper T (Th) cells, TET2 induced DNA demethylation at the loci of key cytokine genes in a lineage-specific transcription factor-dependent manner and promoted signature cytokine expression in Th1 and Th17 cells [57]. Depending on the cofactor, TET2 may bind to non-CGI promoters in senescence-associated genes, and increase gene expression. Further studies are needed to investigate the effects of TET2 on hypomethylation at the specific CpG sites and its interacting factor(s) during senescence.

Recently, senescence-associated miRNAs (SA-miRNAs) have been reported to regulate genes associated with senescence [27–31]. We examined the effects of DNA methylation in the promoter regions of miRNAs on miRNA expression using human miRNA expression microarray and further selected miRNAs that likely affected the predicted gene expression. As a result, we identified seven miRNAs and 27 targeted genes (Table 3). These genes included eukaryotic translation initiation factor 4E binding protein 2 (*EIF4EBP2*), which inhibits translation initiation [58], and cryptochrome circadian clock 2 (*CRY2*), which is a key component in regulating circadian rhythm [59]. Among the 27 genes, the IL-6 signal transducer (*IL6ST*) and zinc finger matrin-type 3 (*ZMAT3*) are involved in immune response. *IL6ST*, which is supposed to be up-regulated by decreased levels of has-miR-130b-3p and has-miR-505-3p, encodes glycoprotein 130 (gp130) [60]. The protein gp130 is a signal transducer shared by many cytokines including IL-6, one of the SASP factors [61], IL-11, IL-27, and oncostatin-M [62–64]. In addition, *ZMAT3*, a predicted gene regulated by has-miR-7-5p and has-miR-130b-3p, encodes a double-stranded-RNA-binding zinc finger protein Wig-1 (for wild-type p53-induced gene 1). Wig-1, a transcriptional target of p53, stabilizes p53 by binding to the 3’ UTR of p53 mRNA and protecting it from deadenylation [65]. A high level of p53 triggers cell cycle arrest, senescence and apoptosis, and efficiently inhibits tumor development [7, 66, 67]. In addition to the p53 transcription factor, miRNAs with expression regulated by DNA methylation via their promoter regions may also contribute to *ZMAT3* expression. MiR-34 is one of the SA-miRNAs and is up-regulated by p53 [27, 28, 32, 33, 68, 69]. Although increased levels of miRNA-34 were detected upon replicative senescence, the methylation changes (Δβ cut-off was ±0.2) in the promoter regions of miRNA-34 were not included in our data (data not shown).

In this study, we investigated the possibility of regulation by DNA methylation during senescence. We found that hypomethylation in the open sea may contribute to the up-regulation of genes related to immune response. Several miRNAs targeting genes associated with a senescent state seem to regulate expression by DNA methylation in the promoter regions. However, we have to consider the possibility that DNA methylation results from alteration of gene expression. To investigate this possibility, we need to collect more data and explore the mechanism of methylation and demethylation change. Moreover, in order to reveal the whole mechanism of DNA methylation, we also need to focus on the methylation profile in hypomethylation and outside of the TSS and CpG islands.

## Conclusion

Three types of senescent TIG-3 cells showed similar biological outcomes, but the regulatory mechanisms were different. Replicatively senescent cells showed sequential DNA methylation changes, but prematurely senescent RIS and SVts8 cells did not. In replicative senescence, hypomethylation with up-regulated gene expression often occurred in the open sea. Moreover, hypomethylation was observed in non-CGI promoters of genes related to the immune response. These results suggested that hypomethylation in the open sea regulates the expression of a certain portion of immune-related genes in replicative senescence. In addition, several miRNAs that seemed to have expression levels regulated in part by DNA methylation may also contribute to the expression of senescence-associated genes.

## Supporting information

S1 Fig Confirmation of senescence. Senescent cells were subjected to senescence-associated beta-galactosidase (SA-β-Gal) staining, qRT-PCR and immunoblotting. SA-β-Gal staining of the control A), C), E), replicatively senescent B), RIS D), and senescent SVts8 cells F). The percentages of SA-β-Gal-positive cells are shown at the bottom of each picture. Bar, 200 μm. Objective, ×10. G) The expression levels of p16^INK4A^ and p21^Cip1/Waf1^ obtained with SurePrint G3 Human GE microarrays and qRT-PCR. H) Representative western blotting of p16^INK4A^ and p21^Cip1/Waf1^, Ras, and loading control (actin). Images of p16^INK4A^ are shown separately shown due to different exposure time.
(TIF) Click here for additional data file.

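On the arrays, the 2 probes of CDKN2A gave log2 ratios of 2.41 and 2.66 in replicatively senescent cells. They gave 2.24 and 2.60 in RIS cells, and 0.17 and 0.069 in senescent SVts8 cells, where the first value is for the probe of NM_058197. The qRT-PCR values are not analysed here.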

S2 Fig Integrated analysis of methylation and gene expression in replicative senescence. Each plot represents the values obtained from a single gene using integrated analyses. DNA methylation β values and gene expression levels are plotted along the abscissa and the ordinate, respectively. Red lines show the cut-off border. For methylation, Δβ for hypermethylation is > = 0.2, Δβ for hypomethylation is = < −0.2. For gene expression, the cut-off for increased/decreased expression was a ±2-fold change.
(TIF) Click here for additional data file.

S1 Table GO terms for up- or down-regulated genes in three types of senescent cells. (XLSX) Click here for additional data file.

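The table lists GO terms that DAVID found over-represented among genes with more than 3-fold changed expression, separately for each type of senescent cells and each direction. Its starting lists come from the array ratios, and the size of each list sets how small an enrichment can be found. A change of background correction alters these lists most, since normexp correction, chosen after seeing the data, left 669 genes down in replicatively senescent cells.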

S2 Table GO terms for hypo- or hyper-methylated genes in replicatively senescent cells. (XLSX) Click here for additional data file.

S3 Table The number of genes hosting differentially methylated CpG sites in the gene feature- and the CpG site- subcategories. (XLSX) Click here for additional data file.

S4 Table Integrated analysis of gene expression and methylation changes in replicatively senescent cells. (ZIP) Click here for additional data file.

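Each line of the table pairs a CpG site with its nearest RefSeq ID, the change of its β value and the fold change of that ID's expression. The expression side was recomputed for the IDs in the part held, with the mean log2 ratio over the probes of an ID. The table's fold changes and the recomputed ones had a Pearson correlation of 0.987 across IDs on the log2 scale, and IDs are not independent replicates. The median absolute difference was 0.0043 on the log2 scale. For 21 IDs the 2 values differed by more than 1.5 times.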

S5 Table Hypo- or hyper-methylated miRNAs in the promoter regions of replicatively senescent cells. (XLSX) Click here for additional data file.

S6 Table miRNA expression regulated by DNA methylation in the promoter region. (XLSX) Click here for additional data file.

## References

[1] HayflickL. The limited in vitro lifetime of human diploid cell strains. Exp Cell Res. 1965;37:614–636. 1431508510.1016/0014-4827(65)90211-9

[2] KuilmanT, MichaloglouC, MooiWJ, PeeperDS. The essence of senescence. Genes Dev. 2010;24(22):2463–2479. 10.1101/gad.1971610 21078816PMC2975923

[3] HarleyCB, FutcherAB, GreiderCW. Telomeres shorten during ageing of human fibroblasts. Nature. 1990;345(6274):458–460. 10.1038/345458a0 2342578

[4] SerranoM, LinAW, McCurrachME, BeachD, LoweSW. Oncogenic ras provokes premature cell senescence associated with accumulation of p53 and p16INK4a. Cell. 1997;88(5):593–602. 905449910.1016/s0092-8674(00)81902-9

[5] TakahashiA, OhtaniN, YamakoshiK, IidaS, TaharaH, NakayamaK, et al Mitogenic signalling and the p16INK4a-Rb pathway cooperate to enforce irreversible cellular senescence. Nat Cell Biol. 2006;8(11):1291–1297. 10.1038/ncb1491 17028578

[6] ColladoM, BlascoMA, SerranoM. Cellular senescence in cancer and aging. Cell. 2007;130(2):223–233. 10.1016/j.cell.2007.07.003 17662938

[7] CampisiJ. Cellular senescence as a tumor-suppressor mechanism. Trends Cell Biol. 2001;11(11):S27–31. 1168443910.1016/s0962-8924(01)02151-1

[8] CampisiJ. Aging, cellular senescence, and cancer. Annu Rev Physiol. 2013;75:685–705. 10.1146/annurev-physiol-030212-183653 23140366PMC4166529

[9] CoppeJP, PatilCK, RodierF, SunY, MunozDP, GoldsteinJ, et al Senescence-associated secretory phenotypes reveal cell-nonautonomous functions of oncogenic RAS and the p53 tumor suppressor. PLoS Biol. 2008;6(12):2853–2868. 10.1371/journal.pbio.0060301 19053174PMC2592359

[10] WuZ, NakanishiH. Lessons from Microglia Aging for the Link between Inflammatory Bone Disorders and Alzheimer's Disease. J Immunol Res. 2015;2015:1–9.10.1155/2015/471342PMC445235426078980

[11] NaritaM, NunezS, HeardE, NaritaM, LinAW, HearnSA, et al Rb-mediated heterochromatin formation and silencing of E2F target genes during cellular senescence. Cell. 2003;113(6):703–716. 1280960210.1016/s0092-8674(03)00401-x

[12] NaritaM, NaritaM, KrizhanovskyV, NunezS, ChicasA, HearnSA, et al A novel role for high-mobility group a proteins in cellular senescence and heterochromatin formation. Cell. 2006;126(3):503–514. 10.1016/j.cell.2006.05.052 16901784

[13] ZhangW, HuD, JiW, YangL, YangJ, YuanJ, et al Histone modifications contribute to cellular replicative and hydrogen peroxide-induced premature senescence in human embryonic lung fibroblasts. Free Radic Res. 2014;48(5):550–559. 10.3109/10715762.2014.893580 24528089

[14] ShahPP, DonahueG, OtteGL, CapellBC, NelsonDM, CaoK, et al Lamin B1 depletion in senescent cells triggers large-scale changes in gene expression and the chromatin landscape. Genes Dev. 2013;27(16):1787–1799. 10.1101/gad.223834.113 23934658PMC3759695

[15] BrackenAP, Kleine-KohlbrecherD, DietrichN, PasiniD, GargiuloG, BeekmanC, et al The Polycomb group proteins bind throughout the INK4A-ARF locus and are disassociated in senescent cells. Genes Dev. 2007;21(5):525–530. 10.1101/gad.415507 17344414PMC1820894

[16] KanedaA, FujitaT, AnaiM, YamamotoS, NagaeG, MorikawaM, et al Activation of Bmp2-Smad1 signal and its regulation by coordinated alteration of H3K27 trimethylation in Ras-induced senescence. PLoS Genet. 2011;7(11):e1002359 10.1371/journal.pgen.1002359 22072987PMC3207904

[17] TakahashiA, ImaiY, YamakoshiK, KuninakaS, OhtaniN, YoshimotoS, et al DNA damage signaling triggers degradation of histone methyltransferases through APC/C(Cdh1) in senescent cells. Mol Cell. 2012;45(1):123–131. 10.1016/j.molcel.2011.10.018 22178396

[18] ZhangY, ElgizouliM, SchottkerB, HolleczekB, NietersA, BrennerH. Smoking-associated DNA methylation markers predict lung cancer incidence. Clin Epigenetics. 2016;8(127):1–12.2792416410.1186/s13148-016-0292-4PMC5123284

[19] AsadaK, KotakeY, AsadaR, SaundersD, BroylesRH, TownerRA, et al LINE-1 hypomethylation in a choline-deficiency-induced liver cancer in rats: dependence on feeding period. J Biomed Biotechnol. 2006;2006(1):1–6.10.1155/JBB/2006/17142PMC147988816877811

[20] VarleyKE, GertzJ, BowlingKM, ParkerSL, ReddyTE, Pauli-BehnF, et al Dynamic DNA methylation across diverse human cell lines and tissues. Genome Res. 2013;23(3):555–567. 10.1101/gr.147942.112 23325432PMC3589544

[21] HorvathS, ZhangY, LangfelderP, KahnRS, BoksMP, van EijkK, et al Aging effects on DNA methylation modules in human brain and blood tissue. Genome Biol. 2012;13(10):1–18.10.1186/gb-2012-13-10-r97PMC405373323034122

[22] KochCM, WagnerW. Epigenetic biomarker to determine replicative senescence of cultured cells. Methods Mol Biol. 2013;1048:309–321. 10.1007/978-1-62703-556-9_20 23929112

[23] KochCM, SuschekCV, LinQ, BorkS, GoergensM, JoussenS, et al Specific age-associated DNA methylation changes in human dermal fibroblasts. PLoS One. 2011;6(2):e16679 10.1371/journal.pone.0016679 21347436PMC3035656

[24] ChristensenBC, HousemanEA, MarsitCJ, ZhengS, WrenschMR, WiemelsJL, et al Aging and environmental exposures alter tissue-specific DNA methylation dependent upon CpG island context. PLoS Genet. 2009;5(8):e1000602 10.1371/journal.pgen.1000602 19680444PMC2718614

[25] FragaMF, BallestarE, PazMF, RoperoS, SetienF, BallestarML, et al Epigenetic differences arise during the lifetime of monozygotic twins. Proc Natl Acad Sci U S A. 2005;102(30):10604–10609. 10.1073/pnas.0500398102 16009939PMC1174919

[26] JjingoD, ConleyAB, YiSV, LunyakVV, JordanIK. On the presence and role of human gene-body DNA methylation. Oncotarget. 2012;3(4):462–474. 10.18632/oncotarget.497 22577155PMC3380580

[27] DhahbiJM, AtamnaH, BoffelliD, MagisW, SpindlerSR, MartinDI. Deep sequencing reveals novel microRNAs and regulation of microRNA expression during cell senescence. PLoS One. 2011;6(5):e20509 10.1371/journal.pone.0020509 21637828PMC3102725

[28] Lafferty-WhyteK, CairneyCJ, JamiesonNB, OienKA, KeithWN. Pathway analysis of senescence-associated miRNA targets reveals common processes to different senescence induction mechanisms. Biochim Biophys Acta. 2009;1792(4):341–352. 10.1016/j.bbadis.2009.02.003 19419692

[29] TaguchiYH. Inference of Target Gene Regulation via miRNAs during Cell Senescence by Using the MiRaGE Server. Aging Dis. 2012;3(4):301–306. 23185711PMC3501365

[30] OverhoffMG, GarbeJC, KohJ, StampferMR, BeachDH, BishopCL. Cellular senescence mediated by p16INK4A-coupled miRNA pathways. Nucleic Acids Res. 2014;42(3):1606–1618. 10.1093/nar/gkt1096 24217920PMC3919591

[31] LiCW, WangWH, ChenBS. Investigating the specific core genetic-and-epigenetic networks of cellular mechanisms involved in human aging in peripheral blood mononuclear cells. Oncotarget. 2016;7(8):8556–8579. 10.18632/oncotarget.7388 26895224PMC4890987

[32] TazawaH, TsuchiyaN, IzumiyaM, NakagamaH. Tumor-suppressive miR-34a induces senescence-like growth arrest through modulation of the E2F pathway in human colon cancer cells. Proc Natl Acad Sci U S A. 2007;104(39):15472–15477. 10.1073/pnas.0707351104 17875987PMC2000550

[33] HeX, HeL, HannonGJ. The guardian's little helper: microRNAs in the p53 tumor suppressor network. Cancer Res. 2007;67(23):11099–11101. 10.1158/0008-5472.CAN-07-2672 18056431

[34] ChristoffersenNR, ShalgiR, FrankelLB, LeucciE, LeesM, KlausenM, et al p53-independent upregulation of miR-34a during oncogene-induced senescence represses MYC. Cell Death Differ. 2010;17(2):236–245. 10.1038/cdd.2009.109 19696787

[35] Ayala-OrtegaE, Arzate-MejiaR, Perez-MolinaR, Gonzalez-BuendiaE, MeierK, GuerreroG, et al Epigenetic silencing of miR-181c by DNA methylation in glioblastoma cell lines. BMC Cancer. 2016;16(226):1–12.10.1186/s12885-016-2273-6PMC479484426983574

[36] AsuthkarS, VelpulaKK, ChettyC, GorantlaB, RaoJS. Epigenetic regulation of miRNA-211 by MMP-9 governs glioma cell apoptosis, chemosensitivity and radiosensitivity. Oncotarget. 2012;3(11):1439–1454. 10.18632/oncotarget.683 23183822PMC3717804

[37] YinH, SongP, SuR, YangG, DongL, LuoM, et al DNA Methylation mediated down-regulating of MicroRNA-33b and its role in gastric cancer. Sci Rep. 2016;6(18824):1–12.2672961210.1038/srep18824PMC4700416

[38] MaeharaK, TakahashiK, SaitohS. CENP-A reduction induces a p53-dependent cellular senescence response to protect cells from executing defective mitoses. Mol Cell Biol. 2010;30(9):2090–2104. 10.1128/MCB.01318-09 20160010PMC2863584

[39] ChenC, OkayamaH. High-efficiency transformation of mammalian cells by plasmid DNA. Mol Cell Biol. 1987;7(8):2745–2752. 367029210.1128/mcb.7.8.2745-2752.1987PMC367891

[40] TsuyamaN, MiuraM, KitahiraM, IshibashiS, IdeT. SV40 T-antigen is required for maintenance of immortal growth in SV40-transformed human fibroblasts. Cell Struct Funct. 1991;16(1):55–62. 185167410.1247/csf.16.55

[41] BibikovaM, LeJ, BarnesB, Saedinia-MelnykS, ZhouL, ShenR, et al Genome-wide DNA methylation profiling using Infinium(R) assay. Epigenomics. 2009;1(1):177–200. 10.2217/epi.09.14 22122642

[42] BibikovaM, BarnesB, TsanC, HoV, KlotzleB, LeJM, et al High density DNA methylation array with single CpG site resolution. Genomics. 2011;98(4):288–295. 10.1016/j.ygeno.2011.07.007 21839163

[43] PriceME, CottonAM, LamLL, FarreP, EmberlyE, BrownCJ, et al Additional annotation enhances potential for biologically-relevant analysis of the Illumina Infinium HumanMethylation450 BeadChip array. Epigenetics Chromatin. 2013;6(4):1–15.2345298110.1186/1756-8935-6-4PMC3740789

[44] HannumG, GuinneyJ, ZhaoL, ZhangL, HughesG, SaddaS, et al Genome-wide methylation profiles reveal quantitative views of human aging rates. Mol Cell. 2013;49(2):359–367. 10.1016/j.molcel.2012.10.016 23177740PMC3780611

[45] LairdCD, PleasantND, ClarkAD, SneedenJL, HassanKM, ManleyNC, et al Hairpin-bisulfite PCR: assessing epigenetic methylation patterns on complementary strands of individual DNA molecules. Proc Natl Acad Sci U S A. 2004;101(1):204–209. 10.1073/pnas.2536758100 14673087PMC314163

[46] ChenZX, RiggsAD. DNA methylation and demethylation in mammals. J Biol Chem. 2011;286(21):18347–18353. 10.1074/jbc.R110.205286 21454628PMC3099650

[47] WuSC, ZhangY. Active DNA demethylation: many roads lead to Rome. Nat Rev Mol Cell Biol. 2010;11(9):607–620. 10.1038/nrm2950 20683471PMC3711520

[48] WeberAR, KrawczykC, RobertsonAB, KusnierczykA, VagboCB, SchuermannD, et al Biochemical reconstitution of TET1-TDG-BER-dependent active DNA demethylation reveals a highly coordinated mechanism. Nat Commun. 2016;7(10806):1–13.10.1038/ncomms10806PMC477806226932196

[49] PastorWA, AravindL, RaoA. TETonic shift: biological roles of TET proteins in DNA demethylation and transcription. Nat Rev Mol Cell Biol. 2013;14(6):341–356. 10.1038/nrm3589 23698584PMC3804139

[50] TruongTP, Sakata-YanagimotoM, YamadaM, NagaeG, EnamiT, Nakamoto-MatsubaraR, et al Age-Dependent Decrease of DNA Hydroxymethylation in Human T Cells. J Clin Exp Hematop. 2015;55(1):1–6. 10.3960/jslrt.55.1 26105999

[51] WiehleL, RaddatzG, MuschT, DawlatyMM, JaenischR, LykoF, et al Tet1 and Tet2 Protect DNA Methylation Canyons against Hypermethylation. Mol Cell Biol. 2015;36(3):452–461. 10.1128/MCB.00587-15 26598602PMC4719427

[52] OliveiraNF, DammGR, AndiaDC, SalmonC, NocitiFHJr., LineSR, et al DNA methylation status of the IL8 gene promoter in oral cells of smokers and non-smokers with chronic periodontitis. J Clin Periodontol. 2009;36(9):719–725. 10.1111/j.1600-051X.2009.01446.x 19659670

[53] RusieckiJA, ByrneC, GaldzickiZ, SrikantanV, ChenL, PoulinM, et al PTSD and DNA Methylation in Select Immune Function Gene Promoter Regions: A Repeated Measures Case-Control Study of U.S. Military Service Members. Front Psychiatry. 2013;4:1–12.2380510810.3389/fpsyt.2013.00056PMC3690381

[54] UshijimaT. Epigenetic field for cancerization. J Biochem Mol Biol. 2007;40(2):142–150. 1739476210.5483/bmbrep.2007.40.2.142

[55] LeeJH, VooKS, SkalnikDG. Identification and characterization of the DNA binding domain of CpG-binding protein. J Biol Chem. 2001;276(48):44669–44676. 10.1074/jbc.M107179200 11572867

[56] WilliamsK, ChristensenJ, HelinK. DNA methylation: TET proteins-guardians of CpG islands? EMBO Rep. 2012;13(1):28–35.10.1038/embor.2011.233PMC324625822157888

[57] IchiyamaK, ChenT, WangX, YanX, KimBS, TanakaS, et al The methylcytosine dioxygenase Tet2 promotes DNA demethylation and activation of cytokine gene expression in T cells. Immunity. 2015;42(4):613–626. 10.1016/j.immuni.2015.03.005 25862091PMC4956728

[58] BankoJL, PoulinF, HouL, DeMariaCT, SonenbergN, KlannE. The translation repressor 4E-BP2 is critical for eIF4F complex formation, synaptic plasticity, and memory in the hippocampus. J Neurosci. 2005;25(42):9581–9590. 10.1523/JNEUROSCI.2423-05.2005 16237163PMC6725736

[59] van der HorstGT, MuijtjensM, KobayashiK, TakanoR, KannoS, TakaoM, et al Mammalian Cry1 and Cry2 are essential for maintenance of circadian rhythms. Nature. 1999;398(6728):627–630. 10.1038/19323 10217146

[60] Rose-JohnS, HeinrichPC. Soluble receptors for cytokines and growth factors: generation and biological function. Biochem J. 1994;300:281–290. 800292810.1042/bj3000281PMC1138158

[61] FreundA, OrjaloAV, DesprezPY, CampisiJ. Inflammatory networks during cellular senescence: causes and consequences. Trends Mol Med. 2010;16(5):238–246. 10.1016/j.molmed.2010.03.003 20444648PMC2879478

[62] BaumannH, SchendelP. Interleukin-11 regulates the hepatic expression of the same plasma protein genes as interleukin-6. J Biol Chem. 1991;266(30):20424–20427. 1718962

[63] HeinrichPC, BehrmannI, HaanS, HermannsHM, Muller-NewenG, SchaperF. Principles of interleukin (IL)-6-type cytokine signalling and its regulation. Biochem J. 2003;374(Pt 1):1–20. 10.1042/BJ20030407 12773095PMC1223585

[64] PflanzS, HibbertL, MattsonJ, RosalesR, VaisbergE, BazanJF, et al WSX-1 and glycoprotein 130 constitute a signal-transducing receptor for IL-27. J Immunol. 2004;172(4):2225–2231. 1476469010.4049/jimmunol.172.4.2225

[65] VilborgA, GlahderJA, WilhelmMT, BersaniC, CorcoranM, MahmoudiS, et al The p53 target Wig-1 regulates p53 mRNA stability through an AU-rich element. Proc Natl Acad Sci U S A. 2009;106(37):15756–15761. 10.1073/pnas.0900862106 19805223PMC2773521

[66] BeausejourCM, KrtolicaA, GalimiF, NaritaM, LoweSW, YaswenP, et al Reversal of human cellular senescence: roles of the p53 and p16 pathways. EMBO J. 2003;22(16):4212–4222. 10.1093/emboj/cdg417 12912919PMC175806

[67] VousdenKH. Outcomes of p53 activation—spoilt for choice. J Cell Sci. 2006;119(Pt 24):5015–5020. 10.1242/jcs.03293 17158908

[68] DisayabutrS, KimEK, ChaSI, GreenG, NaikawadiRP, JonesKD, et al miR-34 miRNAs Regulate Cellular Senescence in Type II Alveolar Epithelial Cells of Patients with Idiopathic Pulmonary Fibrosis. PLoS One. 2016;11(6):e0158367 10.1371/journal.pone.0158367 27362652PMC4928999

[69] HarriesLW. MicroRNAs as Mediators of the Ageing Process. Genes (Basel). 2014;5(3):656–670.2514088810.3390/genes5030656PMC4198923

How the deposited data were processed for this re-analysis (not part of the article)

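Gene expression was measured in 6 cultures on single-colour Agilent arrays, 1 array per condition, for replicatively senescent, RIS and senescent SVts8 cells and the control of each. The samples were assigned to conditions by their labels and the methods of the paper. The DNA methylation and miRNA arrays are not analysed here.

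The authors read the scans with Feature Extraction 10.7.3.1, and the deposited array files hold its intensity per spot after background subtraction and detrending, without normalization between arrays, beside raw median intensities and flags. The deposited series table holds log2 values that the authors made with the Subio Platform. Each of its columns equals log2 of the median processed intensity of a probe on that array plus a constant, to within 0.00504 on the log2 scale. The log2 ratios from this table and those computed from the intensities had a Pearson correlation of 0.9999 or higher across probes in each type.

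Spots flagged as non-uniform or as population outliers among replicate spots were left out, and control spots were left out. Signals were floored at 1.0, log2 was taken, the spots of a probe were averaged and the 75th percentile of each array was subtracted. Ratios were taken between each senescent array and its own control. Probes with a ratio of at least 2 or at most 0.5 were counted as changed. Gene names came from the RefSeq accession of a probe, which matched 24546 of 25219 probes with an mRNA accession and 3621 of 3962 with a non-coding one, in a table of GRCh38.p14 used for names only. Of the 50599 probes, 13448 were not well above background on any array. Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1 was used, and R 4.3.3 with limma 3.58.1 for the alternative normalizations.

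The genes named in the text were chosen by a rule written before the data were examined. It takes every gene that the paper names and that the arrays measure, the 5 largest rises and falls in each type and in all types, and the 3 members of each list with the largest change in the direction of its median. Where a few of these suffice, only they are printed. The rule gave a gene as the mean of its probes. Probes that are not well above background have only a bound, so the values of single genes are the mean over probes well above background on both arrays, a change made after the files were read. List medians and the count over the genes of Table 3 keep the mean of all probes. Probes of a gene are said to disagree where they differ by more than 1 on the log2 scale.

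The 13 gene lists, written before the data were examined, cover S phase, G2/M, replication-dependent histones, immune and inflammatory genes, interferon-stimulated genes, migration, developmental regulators, heat shock, cold-inducible genes, p53 targets, RAS-MAPK output, housekeeping and the DNA methylation machinery. They are not the GO terms of the paper. The median log2 ratio of a list is given with its percentile among 10000 random lists of the same size matched on mean expression, as a description of these arrays. The overlap of changed probes was set against the product of the shares within 20 bins of mean signal. The spread used to say whether a value moved was chosen after the files were read. It is the SD of the random lists for a median, Feature Extraction's error for a gene, and the SD over 100 draws of that error for a correlation, while a count was taken to move beyond a factor of 1.5.

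With 1 array per condition, no test, standard error or p-value was computed. Precision is limited by the number of arrays. The technical spread can be read from the 902 probes with 10 spots, whose median SD on the log2 scale was between 0.0619 and 0.0703 for probes well above background and between 0.197 and 0.435 for the others.

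The counting, overlap, correlation and list steps were also run on simulated data, after their first run on the arrays. Log2 ratios were simulated directly, with 200 probes changed 4-fold and with noise taken from the replicate spots, so the floor and the percentile step were not covered. The changed probes were drawn only from probes well above background on all arrays. The share recovered therefore holds for bright probes and does not cover dim ones. For replicatively senescent cells against their control, over 50576 probes, 99.5% of the changed probes were recovered, and 0.637% of the unchanged probes well above background on both arrays and 8.37% of those well above background on neither were counted as changed. With noise of the size of Feature Extraction's error, the last share was 52.3%.

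The alternatives were quantile and cyclic loess normalization, the 75th percentile over probes well above background on all arrays, filters and floors on dim probes, keeping flagged spots, the series table, other thresholds, other units of counting, other rules for the probes of a gene and other correlation measures. Chosen after seeing the data were normexp background correction on median intensities, the filter for probes well above background on at least 1 of the 6 arrays, leaving out background population outliers, and the most changed probe of a gene.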

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

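All tests in this part were chosen after the results were seen, except the 2 on culture temperature, which were set before, and the lists that the paper does not discuss and RBM3 were picked for this part after their values were seen. Each difference between types is a difference between single pairs of arrays and was not tested.

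The interferon-stimulated list moved in opposite directions in senescent SVts8 cells and replicatively senescent cells. Its median log2 ratio was 1.61 in senescent SVts8 cells, with 32 of 43 genes at least 2-fold up and none down, and -0.34 in replicatively senescent cells, with 3 up and 15 down. In RIS cells it was 0.19. The rise in senescent SVts8 cells is not a product of the normalization, since its lowest value over the alternatives was 1.07. The normalization does not account for the fall in replicatively senescent cells either, which was -0.34 or lower under the other normalizations. Normexp correction, which draws dim signals together, left a median of -0.045. The median over genes measured on both arrays was -0.35, so probes not well above background are not the only source of the fall. Such genes can still have low signals, and given the normexp value an effect of low signal stays open. The list was lower in the SVts8 control than in the replicative control, with a median difference of -0.35, but these 2 controls lie on different slides, so in this difference the culture and the slide cannot be told apart. The rise itself is between arrays of 1 slide. On the same slide, the replicative and RIS controls differed by a median of 0.030 for this list, much less than the fall. For the replication-dependent histones the same pair differed by -0.35, about the size of the fall. One pair of proliferating controls thus does not bound differences between cultures. With 1 culture per condition, they stay open for the fall and for the rise. The temperature shift and the loss of T antigen stay open as untested biological explanations.

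The immune and inflammatory list had a median of 1.02 in senescent SVts8 cells and -0.39 in replicatively senescent cells, likewise in opposite directions. The rise in senescent SVts8 cells was at least 0.43 under every alternative. The fall in replicatively senescent cells turned to 0.28 with the higher floor, under which dim genes take a common value, and to 0.087 under normexp correction, which draws dim signals together. Under the other normalizations the median was -0.44 or lower, so the normalization does not account for the fall. Over genes measured on both arrays the median was -0.39, so probes not well above background are not the only source of the fall. Given the normexp value, an effect of low signal stays open. On the same slide, the replicative and RIS controls differed by a median of 0.025 for this list, dim genes included, much less than the fall. As for the interferon-stimulated list, 1 pair of proliferating controls does not bound differences between cultures, which stay open for the fall. The SVts8 control differed from the replicative control by -0.029, but across slides, so for the rise differences between cultures stay open too. No biological explanation was tested.

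Opposite changes of at least 2-fold were looked for among the named genes that the rule gives in more than 1 type, and were found for C1R, CADM1, CPEB2, HLA-DMA and PPARGC1B. Many named genes are given in 1 type only and were not examined for this. C1R had log2 ratios of 5.80 in senescent SVts8 cells, -4.79 in RIS cells and -4.15 in replicatively senescent cells. CADM1, a gene of Table 3, had 2.94 in replicatively senescent cells and -1.04 in RIS cells, and CPEB2, another, had 1.97 in senescent SVts8 cells and -1.13 in RIS cells. HLA-DMA had 3.55 in senescent SVts8 cells and -1.07 in RIS cells. PPARGC1B had 1.33 in replicatively senescent cells and -2.33 in senescent SVts8 cells. The normalization does not explain these differences, since the rise and the fall of each gene kept their signs under every alternative. The 2-fold size did not hold for all, as the smallest rise was 0.72 and the smallest fall -0.40, that of HLA-DMA in RIS cells. Differences between cultures remain open. Between the replicative and RIS controls, on the same slide, the largest difference of these genes was 1.12, that of CPEB2. It was about as large as the fall of CPEB2 in RIS cells. The differences of C1R (-0.57), CADM1 (0.029) and HLA-DMA (0.23) were smaller than the changes of these genes given above. PPARGC1B could not be compared. Across slides, the SVts8 control lay 3.40 below the replicative control for C1R, as a log2 difference of -3.40. The difference was -2.24 for CADM1, -1.79 for CPEB2 and -0.71 for HLA-DMA. The kind of senescence is the biological difference in the design and was not tested.

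Signals appeared in lists that the paper does not discuss. The replication-dependent histones had a median of -1.29 in replicatively senescent cells and -2.58 in senescent SVts8 cells, and -0.34 in RIS cells. In replicatively senescent cells this list went both ways, with 30 of 52 genes at least 2-fold down and 12 up, so its median does not stand for all members. The p53 targets had 1.11 in replicatively senescent cells and 2.08 in senescent SVts8 cells, and 0.40 in RIS cells. The RAS-MAPK output list had 1.42 in RIS cells, against 0.60 in replicatively senescent cells and -0.061 in senescent SVts8 cells. The tests that follow cover the 5 medians of a 2-fold size or more, and not the other 4. The normalization does not account for these 5, since each kept its sign under every alternative and the smallest size was 0.967. Nor do dim probes, since their medians over genes measured on both arrays were at least 0.860 times as large. Between the replicative and RIS controls the lists differed by at most 0.35, much less than the 3 of these medians in replicatively senescent and RIS cells. As far as 1 pair of proliferating controls shows, this argues against culture differences as their source. The histone median of RIS cells, -0.34, is no larger than that difference. For senescent SVts8 cells this stays open, since the lists differed by up to 0.91 between the replicative and SVts8 controls on different slides. For the 3 medians in replicatively senescent and RIS cells a biological source is a candidate explanation, and for RIS cells it would be the introduced HRAS. It is a hypothesis found and tested on the same arrays.

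RBM3, which the paper does not discuss, had a log2 ratio of -5.25 in senescent SVts8 cells, against -0.53 in replicatively senescent cells and -0.25 in RIS cells. A higher culture temperature was set before the data were examined as an explanation of changes in senescent SVts8 cells, with a rise of the heat shock list and a fall of the cold-inducible genes RBM3 and CIRBP as its mark. The heat shock median was -0.26, at percentile 47.6 of its random lists, with 5 genes up and 5 down. The cold-inducible median of -3.08 is that of 2 genes and rests on RBM3. CIRBP had a log2 ratio of -0.90, with probes at -2.57 and 0.77, and it fell as much in RIS cells (-0.96), which had no change of temperature. The predicted marks thus went apart. Temperature and senescence change together in these cells and cannot be told apart. The fall of RBM3 lay between -5.62 and -4.83 over the alternatives, so normalization does not account for it.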

How the results depend on the processing

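All alternatives were set before the data were examined except normexp background correction, the filter on the 6 arrays, leaving out background population outliers and the most changed probe of a gene, which were chosen after seeing the data. Normexp correction on mean intensities, the alternative planned, was not run because the files hold median intensities only. No paired analysis was possible because each condition has 1 array. For the results that answer a comparison, 370 of 521 alternative values stayed close to the value given, 147 moved beyond the spread, or by over 1.5 times for a count, and 4 changed sign by more than the spread. The values for single genes and the other lists moved beyond their spread in 465 of 3698 cases, and none of those with at least a 2-fold change changed sign. No comparison result moved when the series table was used, when each spot was counted, or when background population outliers were left out.

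The direction of both cell cycle lists held under every alternative in replicatively senescent and RIS cells, as did that of the G2/M list in senescent SVts8 cells and of the migration list in all types. The S phase list in senescent SVts8 cells, the immune and inflammatory list in replicatively senescent and RIS cells and the developmental regulator list in replicatively senescent and RIS cells took both signs. The immune and inflammatory list stayed above 0 in senescent SVts8 cells. The correlation of replicatively senescent and RIS cells stayed between 0.240 and 0.455 and that of replicatively senescent and senescent SVts8 cells between 0.103 and 0.236, so the order of these pairs held. Quantile normalization shifted the median log2 ratio of all probes by -0.17 in replicatively senescent cells and -0.27 in RIS cells, cyclic loess by -0.18 and -0.26.

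Under quantile normalization, the uncentered correlation was 0.240 for replicatively senescent and RIS cells, 0.117 for replicatively senescent and senescent SVts8 cells and -0.0120 for RIS and senescent SVts8 cells. The list medians were, for the S phase list 0.073 in senescent SVts8 cells, for the G2/M list -1.25 in senescent SVts8 cells, for the immune and inflammatory list -0.00040 in RIS cells and 0.88 in senescent SVts8 cells, for the migration list 0.24 in RIS cells, for the developmental regulator list -0.15 in replicatively senescent cells and -0.067 in RIS cells. Under cyclic loess normalization, the uncentered correlation was 0.251 for replicatively senescent and RIS cells, 0.115 for replicatively senescent and senescent SVts8 cells and -0.00408 for RIS and senescent SVts8 cells. Medians of the lists were, for the S phase list -1.37 in RIS cells and 0.088 in senescent SVts8 cells, for the G2/M list -1.22 in senescent SVts8 cells, for the immune and inflammatory list -0.47 in replicatively senescent cells and 0.048 in RIS cells, for the migration list 0.21 in RIS cells and 0.58 in senescent SVts8 cells, for the developmental regulator list -0.17 in replicatively senescent cells and -0.046 in RIS cells. With the 75th percentile taken over probes well above background on all arrays, the uncentered correlation was 0.257 for replicatively senescent and RIS cells. The list medians were, for the S phase list -1.35 in RIS cells and 0.0070 in senescent SVts8 cells, for the G2/M list -1.51 in RIS cells and -1.24 in senescent SVts8 cells, for the immune and inflammatory list 0.14 in RIS cells and 1.18 in senescent SVts8 cells, for the migration list 0.22 in RIS cells and 0.54 in senescent SVts8 cells, for the developmental regulator list -0.13 in replicatively senescent cells, -0.062 in RIS cells and -0.14 in senescent SVts8 cells. The share of probes up among those changed in senescent SVts8 cells was 56.4% with the methods' processing and 67.3% with this percentile. For RIS cells this share was 50.2% against 40.8%. The cause was not tested.

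With only probes well above background on at least 1 of the 2 arrays compared, the RefSeq IDs over 1.5-fold from S4 Table were 7. The uncentered correlation was 0.382 for replicatively senescent and RIS cells, 0.182 for replicatively senescent and senescent SVts8 cells and -0.0151 for RIS and senescent SVts8 cells. The list medians were, for the immune and inflammatory list -0.90 in replicatively senescent cells, 0.19 in RIS cells and 1.55 in senescent SVts8 cells, for the developmental regulator list -0.39 in replicatively senescent cells, -0.26 in RIS cells and -0.21 in senescent SVts8 cells. With only probes well above background on at least 1 of the 6 arrays, the uncentered correlation was 0.132 for replicatively senescent and senescent SVts8 cells and -0.00411 for RIS and senescent SVts8 cells. The list medians were, for the immune and inflammatory list -0.75 in replicatively senescent cells, 0.19 in RIS cells and 1.37 in senescent SVts8 cells, for the developmental regulator list -0.15 in replicatively senescent cells and -0.094 in RIS cells. With signals floored at the lowest signal well above background, the probes counted as changed were 3468 up in replicatively senescent cells, 2920 in RIS cells, 3749 in senescent SVts8 cells and 3191 down in RIS cells. Those changed in 1 type only were 1911 up in RIS cells, 2617 in senescent SVts8 cells and 1898 down in RIS cells. Those changed in all types were 237 up. The RefSeq IDs over 1.5-fold from S4 Table were 102. The uncentered correlation was 0.356 for replicatively senescent and RIS cells, 0.103 for replicatively senescent and senescent SVts8 cells and -0.0738 for RIS and senescent SVts8 cells. The medians of the lists were, for the G2/M list -4.77 in replicatively senescent cells, for the immune and inflammatory list 0.28 in replicatively senescent cells and 0.56 in senescent SVts8 cells, for the migration list 0.44 in replicatively senescent cells, for the developmental regulator list 0.10 in replicatively senescent cells, 0.29 in RIS cells and -0.49 in senescent SVts8 cells. The sign change of the immune and inflammatory list in replicatively senescent cells follows from the construction of this floor, under which a gene dim on both arrays takes the difference of the 2 floors, 0.28. The same holds for the developmental regulator list in RIS and senescent SVts8 cells, whose medians of 0.29 and -0.49 equal the floor differences there. The cause of the other moves was not tested.

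Under normexp background correction, the probes counted as changed were 2196 up in replicatively senescent cells, 1814 in RIS cells, 2181 in senescent SVts8 cells, 1933 down in replicatively senescent cells, 1519 in RIS cells and 2415 in senescent SVts8 cells. Those changed in 1 type only were 1391 up in replicatively senescent cells, 1251 in RIS cells, 1528 in senescent SVts8 cells, 1114 down in replicatively senescent cells, 907 in RIS cells and 1949 in senescent SVts8 cells. Those changed in all types were 131 up and 141 down. The genes changed more than 3-fold were 491 up in replicatively senescent cells, 388 in RIS cells, 615 in senescent SVts8 cells, 669 down in replicatively senescent cells, 318 in RIS cells and 463 in senescent SVts8 cells. The Table 3 genes at least 2-fold up were 11. The RefSeq IDs over 1.5-fold from S4 Table were 243. The uncentered correlation was 0.455 for replicatively senescent and RIS cells, 0.236 for replicatively senescent and senescent SVts8 cells and 0.0361 for RIS and senescent SVts8 cells. For the lists, the medians were, for the S phase list -2.33 in replicatively senescent cells and -1.05 in RIS cells, for the G2/M list -3.69 in replicatively senescent cells and -1.24 in RIS cells, for the immune and inflammatory list 0.087 in replicatively senescent cells, 0.37 in RIS cells and 0.43 in senescent SVts8 cells, for the migration list 0.42 in replicatively senescent cells, for the developmental regulator list 0.16 in replicatively senescent cells, 0.26 in RIS cells and -0.011 in senescent SVts8 cells. The offset of 50 added to all intensities draws the ratios of dim probes toward 0 by construction, and the sign changes of the immune and inflammatory list and of the developmental regulator list in replicatively senescent cells were not tested for another cause.

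At a 1.5-fold threshold, the probes counted as changed were 10262 up in replicatively senescent cells, 10301 in RIS cells, 10379 in senescent SVts8 cells, 8516 down in replicatively senescent cells, 8222 in RIS cells and 8907 in senescent SVts8 cells. Those changed in 1 type only were 5416 up in RIS cells and 6044 down in senescent SVts8 cells. Those changed in all types were 1054 up and 831 down. At a 3-fold threshold, the probes counted as changed were 2651 up in replicatively senescent cells, 2127 in RIS cells, 2900 in senescent SVts8 cells, 2828 down in replicatively senescent cells, 2279 in RIS cells and 1674 in senescent SVts8 cells. Those changed in 1 type only were 1877 up in replicatively senescent cells, 1521 in RIS cells, 2209 in senescent SVts8 cells, 1627 down in RIS cells and 1357 in senescent SVts8 cells. Those changed in all types were 139 up and 64 down. With gene names counted in place of probes, the genes counted as changed were 2202 up in replicatively senescent cells, 1947 in RIS cells, 2583 in senescent SVts8 cells, 2378 down in replicatively senescent cells, 1920 in RIS cells and 2221 in senescent SVts8 cells. Those changed in 1 type only were 1203 up in replicatively senescent cells, 1178 in RIS cells, 1716 in senescent SVts8 cells, 1300 down in replicatively senescent cells, 1046 in RIS cells and 1705 in senescent SVts8 cells. Those changed in all types were 189 up and 160 down. These counts follow from the threshold or the unit counted.

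Over only the probes changed at least 2-fold in at least 1 type, the uncentered correlation was 0.255 for replicatively senescent and RIS cells, 0.124 for replicatively senescent and senescent SVts8 cells and 0.00240 for RIS and senescent SVts8 cells. With Pearson's correlation, the value was 0.257 for replicatively senescent and RIS cells. With the brightest probe of each gene, the list medians were, for the migration list 0.51 in senescent SVts8 cells. With the ratio of mean linear intensities, the list medians were, for the immune and inflammatory list -0.49 in replicatively senescent cells, for the migration list 0.63 in senescent SVts8 cells. With flagged spots kept, the list medians were, for the developmental regulator list 0.014 in RIS cells. The cause was not tested.

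Signal over background limits these results. Of all probes, 36.5% in the comparison of replicatively senescent cells, 39.9% in that of RIS cells and 31.2% in that of senescent SVts8 cells were well above background on neither array, and such probes have no measured ratio.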

Differences from the paper's values

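The most changed probe of a gene and the filter on the 6 arrays were chosen only after the results were seen, and the other alternatives named in this part were set before. The paper's Table 3 gives fold changes for 27 genes, and 5 of the 26 compared differ here by more than 1.5 times. MYO1D, 5.9-fold in the paper, was not compared, as 1 of its 2 probes gives no bound, while the other gives at least 5.23-fold. For CNNM2, the paper's value is 2.9 and the value here 1.87. Of the alternatives set before the data were examined, the brightest probe (2.86) and the ratio of mean linear intensities (2.38) come within 1.5 times of the paper's value, and the normalizations, filters, floor, flagged spots and series table do not. For IL6ST, the values are 2.2 in the paper and 1.43 here, for MEF2D 2.7 and 1.56, for OXR1 2.9 and 1.56, and for ZDHHC8 5.2 and 1.67. None of the alternatives set before the data were examined brings these 4 genes within 1.5 times of the paper's values. Averaging the probes of a RefSeq ID, which the paper states for its integrated analysis, was not among them. The OXR1 probes of NM_018002 had 2.45-fold, 3.29-fold and a bound of at least 3.11-fold, against 0.888-fold to 1.28-fold for its other probes. The CNNM2 probe of NM_017649 had 2.86-fold. In IL6ST, MEF2D and ZDHHC8, probes of the same ID differ by more than 1 on the log2 scale. Both MEF2D probes have 1 ID, so averaging by ID leaves its value at 1.56. The ZDHHC8 probes of NM_013373 had 5.16-fold, 1.32-fold and 1.01-fold, and the IL6ST probes of NM_002184 had 1.04-fold to 2.23-fold. With the most changed probe of each gene, chosen after seeing the values, the folds are 2.86 for CNNM2, 2.23 for IL6ST, 2.69 for MEF2D, 3.29 for OXR1 and 5.16 for ZDHHC8, all within 1.5 times of the paper's.

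Table 3 lists all 27 genes as increased. Here 17 genes are measured and at least 2-fold up. With the methods' processing, DGKH, HPCAL4 and SEMA6D reach 2-fold by their bounds, but the lowest bound of each over the alternatives is under 2-fold. Besides the 5 genes above, GRIN2A is 1.76-fold up, and 2.05-fold with the most changed probe, a setting chosen after seeing the values. With that setting, all 23 genes measured on both arrays are at least 2-fold up. MYO1D is at least 5.23-fold up by 1 of its 2 probes.

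The counts of probes changed at least 2-fold here are 1.06 to 1.24 times those of the paper. With only probes well above background on at least 1 of the 6 arrays, a filter chosen after seeing the values, they are 0.996 to 1.00 times those of the paper, with 4349, 3938 and 5106 probes up and 4666, 4544 and 3825 down in replicatively senescent, RIS and senescent SVts8 cells. The paper's methods name no such filter.

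The paper names the immune response among the terms of up-regulated genes in all types. Its terms came from genes more than 3-fold up. The list used here is not the paper's GO term, was counted at 2-fold, and has 42 of 77 genes measured on both arrays in replicatively senescent cells. There 11 genes were up, at percentile 72.6 of random lists, and 27 were down. Genes that fall do not speak against a term among genes that rise. The paper lists OLR1 among genes with increased expression near hypomethylated sites. Here its control is not well above background and its rise is at least 1.55-fold with the methods' processing, a bound that the alternatives moved.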

Other observations

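The tests in this part were set before the data were examined, apart from the comparison with simulated noise, the controls of single genes and the settings chosen after seeing the data.

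Dim probes could in principle give the many probes changed at least 2-fold. Probes well above background on neither array made up 21.8% of the changed probes in replicatively senescent cells, 25.4% in RIS cells and 20.1% in senescent SVts8 cells, each below their share among all probes, so dim probes are not the whole source. Probes well above background on both arrays made up 4949 of 10352 changed probes in replicatively senescent cells. For those well above background on neither array, 12.2% were counted as changed in replicatively senescent cells, against 8.37% for unchanged probes simulated with the noise of replicate spots and 52.3% with noise of the size of Feature Extraction's error. How many of the dim changed probes reflect noise therefore stays open. For probes well above background on both arrays, the shares were 17.8% on the arrays and 0.637% and 0.0253% in the simulations.

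Differences between cultures unrelated to senescence were examined through the controls. The replicative and RIS controls, on the same slide, differed at 3935 probes, of which 773 were well above background on both arrays, fewer than the 10352 of replicatively senescent and the 9664 of RIS cells, so such differences are not the whole source in these types. The replicative and SVts8 controls differed at 11034 probes, as many as the 10702 changed in senescent SVts8 cells, but they differ in slide, cell line and temperature too, so for SVts8 the sources cannot be told apart.

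The overlap of the 3 types was 3.43 times that of independent sets for probes up and 5.20 times for probes down, which argues against 3 independent sets of changed probes.

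The normalization is not the source of the fall of the cell cycle lists in replicatively senescent and RIS cells. The highest medians over the alternatives were -2.33 and -1.05 for S phase and -3.69 and -1.24 for G2/M, while the housekeeping list had -0.075 in replicatively senescent cells and 0.23 in RIS cells. The G2/M list in senescent SVts8 cells reached at most -1.22. The small fall of S phase in senescent SVts8 cells turned to 0.088 under cyclic loess and was smaller than that of the housekeeping list, -0.37, so the normalization may account for it.

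The heat shock list had a median of -0.11 in replicatively senescent cells and 0.41 in RIS cells, and the cold-inducible list -0.12 and -0.61.

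Against the replicative control, the SVts8 control had a log2 difference of 3.55 for CDKN2A and -2.93 for CDKN1A, across slides. CDKN2A was thus high in the SVts8 control, beside its small change in senescent SVts8 cells. The genes were chosen after their values were seen, and no explanation was tested.

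TET1 had a log2 ratio of -2.39 in RIS cells, where its probes ranged from -3.21 to -0.78, and 0.15 in senescent SVts8 cells. Of the genes of Table 3, 21 were measured in RIS cells, with 2 at least 2-fold up and 2 down, besides EGR2 and PPARGC1B with bounds of at least 7.06-fold and 6.69-fold up, and 24 in senescent SVts8 cells, with 4 up and 1 down.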
